# In Utero Caffeine Exposure Induces Transgenerational Effects on the Adult Heart

**DOI:** 10.1038/srep34106

**Published:** 2016-09-28

**Authors:** Xiefan Fang, Ryan R. Poulsen, Scott A. Rivkees, Christopher C. Wendler

## Abstract

Each year millions of pregnant woman are exposed to caffeine, which acts to antagonize adenosine action. The long-term consequences of this exposure on the developing fetus are largely unknown, although in animal models we have found adverse effects on cardiac function. To assess if these effects are transmitted transgenerationally, we exposed pregnant mice to caffeine equivalent to 2–4 cups of coffee at two embryonic stages. Embryos (F1 generation) exposed to caffeine early from embryonic (E) day 6.5–9.5 developed a phenotype similar to dilated cardiomyopathy by 1 year of age. Embryos exposed to caffeine later (E10.5–13.5) were not affected. We next examined the F2 generation and F3 generation of mice exposed to caffeine from E10.5–13.5, as this coincides with germ cell development. These F2 generation adult mice developed a cardiac phenotype similar to hypertrophic cardiomyopathy. The F3 generation exhibited morphological changes in adult hearts, including increased mass. This report shows that *in utero* caffeine exposure has long-term effects into adulthood and that prenatal caffeine exposure can exert adverse transgenerational effects on adult cardiac function.

It is well recognized that disruption of the intrauterine environment by nutritional or chemical factors may influence the fetus, resulting in long-term adverse effects after birth and into adulthood^1^,^2^,^3^,^4^. By disrupting normal prenatal development, environmental factors and chemical exposures may lead to the fetal programming of adult disease, including cardiovascular disease^5^,^6^,^7^. It is also recognized that prenatal insults can have transgenerational effects^8^,^9^.

One of the most common chemicals that fetuses are exposed to is caffeine, which is a non-selective adenosine receptor antagonist^10^,^11^. Dietary caffeine comes from many sources including food, drinks and medication. Caffeine is present in foods such as chocolate, gum, beef jerky, and other foods including coffee-flavored yogurt^12^. Caffeinated beverages are widely consumed including tea, soft drinks, energy drinks, and coffee^13^. At serum concentrations achieved with human consumption, the physiological effects of caffeine are due to antagonism of adenosine action through competitive inhibition at the receptor level^10^,^11^. In addition, caffeine readily crosses the placenta to reach the fetus, where the half-life of caffeine is longer (12–24 hours) than in adults (2–4 hours) due to the absence of the enzyme CYP1A2 in placenta and fetus^11^,^14^,^15^.

Average caffeine intake is between 150 and 200 mg per day among women of child bearing age^14^. Caffeine consumption during the first month of pregnancy is reported by 60% of women, who often do not know that they are pregnant^14^. Caffeine consumption is associated with low birth weight and increased rates of spontaneous abortions^16^,^17^,^18^,^19^,^20^,^21^,^22^,^23^,^24^. Although, the notion that prenatal caffeine exposure is associated with low birth weight and other adverse effects is not accepted by all^14^,^25^, it is concerning enough that Nordic countries, the United Kingdoms, and the United States recommend that pregnant women limit their caffeine intake to less than 200 mg per day^26^,^27^.

Several reports indicate that *in utero* caffeine exposure can have long-term negative effects. In mice, maternal exposure to caffeine is associated with altered brain development and behavioral changes in neonatal and adult offspring^28^,^29^. In addition, *in utero* caffeine exposure is associated with high blood pressure, altered cardiac morphology, and reduced cardiac function in adult mice^30^,^31^,^32^. In humans, caffeine has long-lasting effects as well including reduced birth weight and growth in neonates and adverse behavior at 18 months^33^,^34^,^35^.

Increasing evidence shows that epigenetic processes can mediate heritable changes in gene expression without altering the DNA sequence and include DNA methylation, microRNA (miRNA), and histone modification^36^. Epigenetics also plays a critical role in mediating the fetal programming of adult disease^3^,^36^,^37^,^38^. Alterations in DNA methylation patterns are recognized to transduce *in utero* environmental stress into an increased risk for adult disease^39^. DNA methylation inhibits gene expression through suppressing transcription factor binding or recruiting histone deacetylases that cause chromatin condensation and gene inactivation^40^.

The DNA methylation state of the genome is changing throughout embryogenesis and two important DNA methylation events were targeted in our experiments. First, genomic DNA in the inner cell mass undergoes a rapid wave of demethylation after fertilization and this DNA methylation is re-established during embryogenesis from E3.5–9.5 in mice^41^,^42^,^43^. DNA methylation patterns can be altered by nutritional and environmental factors during this remethylation process resulting in long-lasting effects^43^,^44^,^45^,^46^. Second, primordial germ cells (PGCs) in mice go through specific DNA methylation remodeling events during embryogenesis^47^. PGCs migrate along the developing hindgut to the genital ridges^47^. During and after this migration (E10.5–13.5), PGC DNA actively undergoes a wave of demethylation^47^. This process is important for removing genomic imprints from the previous generation^47^,^48^. These epigenetic events can be affected by alteration within the intrauterine environment, including chemical exposures, nutritional deprivation, and oxygen availability. These effects are associated with adult diseases and transgenerational effects on health^8^,^9^,^49^,^50^,^51^,^52^,^53^.

We previously demonstrated that *in utero* caffeine exposure leads to long-term changes in the DNA methylation pattern in adult hearts^31^. In addition, we observed changes in expression of important DNA methylation enzymes, including DNA methyltransferases 1, 3a, 3b, in embryonic hearts exposed to caffeine *in utero*^54^. The timing of *in utero* caffeine exposure is important in this process, as it determines which DNA methylation process may be affected, and can determine which generations are affected, as well as the type of phenotypic changes induced in adulthood^7^.

Based on these data, we hypothesized that *in utero* caffeine exposure alters DNMT activity leading to altered DNA methylation patterns in adult tissue. We postulated that this altered DNA methylation pattern would lead to alter gene expression and cardiac function in adult hearts. In addition, we hypothesized that based on the timing of caffeine exposure and therefore which DNA methylation process is targeted, we would expect that different generations would be affected.

Our results confirmed our hypotheses as the results outlined in this report indicate *in utero* caffeine exposure leads to long-term altered effects on cardiac function, morphology, gene expression, and sensitivity to β-adrenergic stimulation in adult offspring. In addition, we demonstrate that *in utero* caffeine exposure leads to transgenerational effects on the heart in the F2 and F3 generations.

## Results

### The timing of in utero caffeine exposure influences long-term effects on cardiac function and morphology

At 12 weeks of age, F1 generation offspring of dams treated from E6.5–9.5 with caffeine did not have altered cardiac morphology or function (Table 1).

At 22 weeks after birth, F1 generation offspring of dams treated from E6.5–9.5 with caffeine had altered cardiac morphology, including increased interventricular septum (IVS) thickness during both systole and diastole, and increased left ventricle (LV) mass compared to vehicle controls (Table 1). In addition, we observed increased left ventricle internal diameter (LVID) and LV volume during both diastole and systole in the caffeine-treated group (Table 1).

At one year of age, F1 generation mice exposed to caffeine *in utero* from E6.5–9.5 showed altered cardiac morphology, as well as altered cardiac function that was characteristic of dilated cardiomyopathy. Hearts from the caffeine-treated group displayed systolic dysfunction including a 12.6% decrease in the left ventricular posterior wall thickness during systole (LVPW;s) and a 10.9% increase in LVID during systole (LVID;s), which led to a 24.9% increase in LV volume during systole (Table 1). These effects on cardiac morphology lead to reduced cardiac function, including a 17.3% decrease in % fractional shortening (%FS) and a 15.5% decrease in % ejection fraction (%EF; Table 1).

Indicating that the timing of caffeine exposure is critical for the observed effects on cardiac function and morphology, F1 adult offspring of dams exposed to caffeine from E10.5–13.5 did not display adverse effects on cardiac morphology or function in adulthood at 22 weeks or at 1 year of age (Table 2).

### In utero caffeine exposure leads to impaired β-adrenergic responsiveness in adulthood

At 12 weeks of age, caffeine-treated mice showed only a slight difference in morphology compared to vehicle controls after 20 minutes of dobutamine exposure, including an increase in IVS thickness during diastole (Table 3). At 12 weeks, dobutamine treatment had no effect on cardiac function in mice exposed to caffeine *in utero* (Table 3).

At 22 weeks, hearts from the caffeine-treated group exhibited impaired responses to dobutamine treatment at the morphological and functional levels. We observed altered morphology in caffeine-treated hearts including decreased LVPW thickness (15.6%) during systole compared to controls (Fig. 1; Table 3). Changes in morphology were associated with reduced function including, decreased % EF (12.7%) and % FS (21.7%) compared to controls in response to dobutamine (Table 3). These data show that *in utero* caffeine exposure induces long-term adverse effects on the hearts ability to respond to β-adrenergic stimulation.

### In utero caffeine exposure leads to adverse transgenerational effects on adult cardiac morphology and function

In the F2 caffeine-treated group, we did not observe changes in cardiac morphology or function at 22 weeks of age, but there were significant adverse effects at 1 year of age (Table 2). At 1 year of age, the caffeine-treated group exhibited significant changes in cardiac morphology including decreased LVID, decreased LV volume and increased LVPW thickness during both systole and diastole (Table 2). These changes in morphology were associated with changes in cardiac function including a 10.6% increase in % FS (10.4%) and an 8.6% increase in % EF (Table 2). These changes in the caffeine-treated group are similar to those seen in hypertrophic cardiomyopathy with hyperdynamic function in humans^55^,^56^.

We also examined the F3 generation offspring, which were never directly exposed to caffeine. At 22 weeks, the F3 caffeine group displayed effects on morphology including increased LVPW thickness during systole and diastole compared to controls and a 7.7% increase in LV mass (Table 2). At 1 year of age, we observed that hearts of the F3 generation caffeine group had a 13.6% increase in LV mass compared to controls that did not coincide with an increase in body weight (Table 2).

### In utero caffeine exposure leads to altered cardiac gene expression in adulthood

We first assessed cardiac gene expression in F1 adult mice exposed to caffeine *in utero* from E6.5–9.5. At 1 year of age, we observed significant changes in several cardiac genes including a 4-fold increase in the structural gene *Myh7*, increases in transcription factors *Mef2c* and *Nfatc1-a*, and a 2-fold increase in the hormone *ANP* (Fig. 2). In F1 hearts exposed to caffeine from E10.5–13.5, we also observed changes in gene expression including *Tnni3*, *ANP*, *Mef2d*, and *Nfatc1-c* (Fig. 2). Other than ANP, the different exposure periods of caffeine caused long-term changes in expression of a different set of genes in F1 adult hearts (Fig. 2).

We examined gene expression in the F2 and F3 generation of offspring to determine if *in utero* caffeine exposure induces transgenerational changes in cardiac gene expression. In the F2 generation at 1 year, we observed significant changes in the structural cardiac genes *Myh7*, *Tnni3*, and *Tnnc1*, the transcription factor *Camta1*, and the hormone *BNP* (Fig. 3). In the F2 caffeine-treated hearts at 1 year, *Myh7* was down-regulated 2.2-fold (Fig. 3). In the F3 caffeine group, the only significant change in gene expression observed at 1 year of age was with *Gata4* (Fig. 3).

Next, we performed transcriptomic mRNA-sequencing on left ventricles for a more comprehensive analysis of gene expression in the F1 generation adult hearts at 1 year of age. 

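RNA was sequenced from the left ventricles of 6 male F1 mice at 1 year of age. The dams of 3 mice had received vehicle and those of the other 3 had received 20 mg/kg caffeine. The text and methods of the paper give the exposure as E6.5 to E9.5, and so does one field of the sample labels, while the title of Table 4 and another field of the labels end it at E10.5. Poly(A) RNA was selected with beads, and the libraries were pooled in equal molar amounts for a single run of single-end reads on an Illumina NextSeq instrument. The authors cleaned the reads with FastQC, mapped them to the mouse genome (mm10, which is GRCm38) with Tophat2 and counted them per gene with HTSeq. The deposited values are those raw counts, without normalization. Each sample has a count for 43629 genes, of which 22407 had a count in at least 1 sample. The total counts of the vehicle-treated hearts were 10483101, 10159931 and 9228359 (median 10159931). Those of the caffeine-treated hearts were 7613011, 9153997 and 8505755 (median 8505755), so every caffeine total was below every vehicle total. At these depths the smallest share that can be shown, 3 counts of the total, is between 0.286 and 0.394 CPM, the counts scaled to a common library size. No count was recorded on any of the 37 mitochondrial genes in any sample, and the 10 genes with the most counts held between 17.07% and 25.95% of a sample's counts. Replicates of the same treatment differed by more than sampling noise, with a chi-square per degree of freedom between 5.66 and 15.09. Each library was therefore counted as a sample of its own, which does not show that the hearts are independent. Caffeine was given to the dams, and the RNA-seq methods do not say which dam each mouse came from. Hearts from the same litter are not excluded, and every p-value here takes the hearts as independent. The paper names edgeR but not which of its tests or filters was used. Here the counts were filtered with edgeR's filterByExpr function, which left 13092 genes, normalized with TMM factors between 0.94 and 1.072, and tested with edgeR's quasi-likelihood F test. Differentially expressed genes were taken at the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.05 and an absolute fold change above 1.5. Values in CPM use the same TMM factors, and adjusted p-values are from the same edgeR test unless another is named. With 3 hearts against 3, the exact permutation test of a single gene cannot give a p below 0.1. Where an alternative is said to move a value most, it is among those fixed before the processed files were opened. Gene positions were taken from the GENCODE annotation of GRCm38 and not from the counting annotation itself.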

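The mapping efficiency cannot be computed from counts per gene, and the clustering of the samples was examined by principal component analysis of log2 CPM over the 500 most variable of the 13092 filtered genes, with TMM factors and a prior count of 2. The first component held 32.77% of the variance and the second 22.81%. On the first component the vehicle-treated hearts scored −8.87, −12.735 and −9.438 (replicates 1 to 3), and the caffeine-treated hearts scored 13.947, 8.429 and 8.667. The gap between the treatments was 64.84% of the whole range of scores, and the separation gave p = 0.1 in an exact permutation test, the smallest that 3 hearts against 3 allow. The gap stayed above 0 under every other processing, and was smallest (46.46%) without caffeine replicate 1. The second component did not separate the treatments. From the distance between the treatments on the first component, the paper concludes that the samples clustered by treatment.

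**Figure D1:**
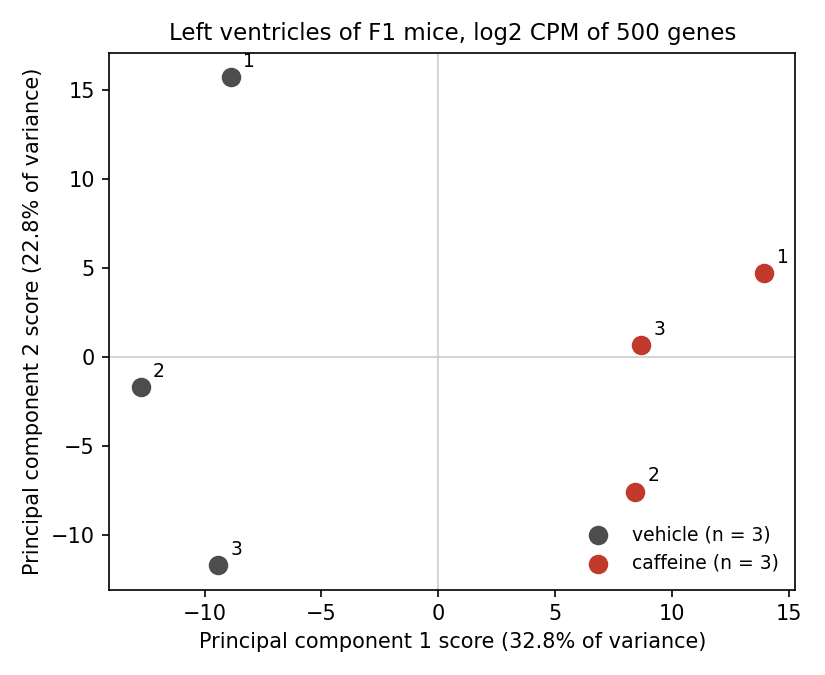
Principal component scores of the 6 left ventricles, with the first component (32.77% of variance) on the x axis and the second (22.81% of variance) on the y axis, both in units of log2 CPM. Each point is 1 heart, numbered by its replicate, and the 3 caffeine-treated hearts lie to the right of the 3 vehicle-treated hearts.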

The mapping efficiency of sequencing reads was about 80%, and the samples were well clustered by treatments (Supplementary Figure 1). Differential gene expression (DE) analysis by EdgeR software revealed that 85 genes were up-regulated, and 31 genes were down-regulated significantly (Supplementary Table 1).

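In the edgeR quasi-likelihood test of the 6 samples, 11 genes were up-regulated and 3 were down-regulated in the caffeine-treated hearts among the 13092 genes tested. The up-regulated genes, by log2 fold change, were Tspan8 (4.498), Vgll2 (2.199), Gdf15 (2.062), Nppb (1.918), Rpph1 (1.893), Acta1 (1.526), Grin2c (1.505), Thbs4 (0.979), Abra (0.844), Gm26917 (0.626) and Cpxm2 (0.597). The down-regulated genes were Irx2 (−1.602), Tspan5 (−1.257) and Lrrc15 (−0.782). In each of these 14 genes the 3 caffeine-treated hearts all lay above, or all below, the 3 vehicle-treated hearts. Their adjusted p-values from the same test ran from 0.00228 for Nppb to 0.0325 for Cpxm2. Of the 14 genes, 13 are in the paper's Supplementary Table 1. Tspan8 (ENSMUSG00000034127) lies on chromosome 10 of GRCm38 from 115816832 to 115849893 and had the largest rise. It averaged 2.48 ± 0.99 CPM (SD, n = 3) in the caffeine-treated hearts and 0.10 ± 0.10 CPM (SD, n = 3) in the vehicle-treated hearts. Irx2 (ENSMUSG00000001504) lies on chromosome 13 from 72628820 to 72634198 and had the largest fall, averaging 6.07 ± 1.54 CPM (SD, n = 3) in the caffeine-treated hearts and 18.5 ± 3.72 CPM (SD, n = 3) in the vehicle-treated hearts. The counts depended on the test and the filter, and moved most with no filter on low counts, where 145 genes were up-regulated and 95 down-regulated. With edgeR's exact test on the same filtered genes they were 62 and 33. The samples used may matter as well as the test and the filter. Of 40 subsets of the samples, compared after seeing the values, 1 came closest to the folds of Supplementary Table 1. It held the 3 vehicle-treated hearts and caffeine replicate 1 alone, with a largest difference of 0.0403 on the log2 scale. Which samples the authors' fit held cannot be told from the counts. The labels number the replicates 1 to 3 in both treatments, and with the replicate number as a block the counts were 29 and 11. Deviations of hearts with the same number from their group means correlated across genes with a mean r of −0.007, and those with different numbers with a mean r of 0.003, so the numbers did not pair the hearts.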

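The pathway analysis took the genes of Supplementary Table 1 as its input, and its database is not in the files analysed here, so the data given are those of the input genes. Of the 116 genes in that table, 115 passed the filter and were tested, while Cxcl13 was below it. The table prints the last entries, Fgfbp3 and Hmgb1-ps7, without a minus sign after a run of falling genes, and the text gives Fgfbp3 as a fall, so both were read as falls. In the 6 samples 114 of the 115 changed in the direction of the paper's analysis, and 1, H2-D1, did not. For 70 genes every caffeine-treated heart lay on one side of every vehicle-treated heart. In edgeR's quasi-likelihood test 13 of the genes were past the thresholds on adjusted p and fold change. That number moved most when only the filter on low counts was removed, to 68, and was 45 with edgeR's exact test. The genes were selected by the authors from this same experiment, so their directions are not an independent test of the selection. The printed folds were closest to those with caffeine replicate 1 as the only caffeine-treated heart, so the list may lean on that heart. From the pathways enriched among the genes of the table, the paper concludes that cell death and survival, cell morphology, cellular maintenance and cell signaling were affected.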

Diseases and Bio Functions analysis by Ingenuity Pathway Analysis (IPA) revealed that pathways related to cell death and survival, cell morphology, cellular function and maintenance, and cell signaling were affected by *in utero* caffeine exposure from E6.5–9.5 (Table 4). 

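Table 5 lists genes behind the cardiovascular pathways by human symbols, of which 21 have a mouse gene of the same name among the tested genes. The symbols without one were left out. Of the 21 genes 16 rose and 5 fell in the caffeine-treated hearts, with log2 fold changes between −2.692 (Aqp4) and 2.062 (Gdf15) and a median of 0.536. In 9 of them the hearts of the 2 treatments did not overlap, and 4 were past the thresholds in edgeR's quasi-likelihood test. Gdf15 (ENSMUSG00000038508) lies on chromosome 8 of GRCm38 from 70629393 to 70632456 and averaged 22.6 ± 6.50 CPM (SD, n = 3) in the caffeine-treated hearts and 5.45 ± 2.55 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 2.062 (standard error 0.303, adjusted p = 0.0311). Thbs4 (ENSMUSG00000021702) lies on chromosome 13 from 92751590 to 92794818 and averaged 31.4 ± 1.53 CPM (SD, n = 3) in the caffeine-treated hearts and 15.9 ± 1.10 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 0.979 (standard error 0.114, adjusted p = 0.0114). Acta1 and Abra were the others past the thresholds. Apoe, which is listed in most of the pathways, had a log2 fold change of 0.189 (standard error 0.198, adjusted p = 0.849), and its hearts overlapped between the treatments (exact permutation test, p = 0.7). With edgeR's exact test in place of the quasi-likelihood test, 7 of the 21 genes were past the thresholds. The paper reasons from the overlap of its gene list with these pathways that many cardiovascular disease pathways were enriched.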

In addition, many cardiovascular disease pathways were significantly enriched (Table 5). 

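Among the genes listed for myocardial infarction in Table 5, Gdf15 rose by 2.062 and Acta1 by 1.526 on the log2 scale in the caffeine-treated hearts, and both were past the thresholds, with adjusted p = 0.0311 and 0.00296. Cd55 (0.724, adjusted p = 0.444), Fstl1 (0.545, adjusted p = 0.0584) and Apoe (0.189, adjusted p = 0.849) rose as well and were not past them. Of the 4 genes listed for permeability of the vascular system, Apoe and Tnfrsf12a rose, by 0.189 and 0.641 on the log2 scale. Aqp4 and Fgfbp3 fell by 2.692 and 0.45, and none of the 4 was past the thresholds. Tnfrsf12a lay above in every caffeine-treated heart and Aqp4 below in every one, while Apoe and Fgfbp3 overlapped between the treatments. Leaving out caffeine replicate 1 moved Apoe most, to −0.118. The activation scores of the pathways come from the pathway database and were not recomputed. From those scores, the paper concludes that both pathways were inhibited, and it proposes that this may compensate for adverse effects of the treatment.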

In particular, the myocardium infarction and permeability of vascular system pathways were inhibited (Table 5), possibly serving as a compensation mechanisms in response to the adverse effects caused by *in utero* caffeine treatment.

Further functional ontology analysis of genes altered by *in utero* caffeine exposure was conducted using the Database for Annotation, Visualization and Integrated Discovery (DAVID). 

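The enrichment of the terms was calculated by the authors and needs a database that is not in the files analysed here. Behind the terms are 15 genes for immune response, 6 for antigen processing and presentation, 11 for GTP binding and 7 for GTPase activity. Of the immune response genes 14 were tested, and all 14 rose in the caffeine-treated hearts, with a median log2 fold change of 0.787. Of the antigen processing and presentation genes all 6 rose, with a median of 0.924. All 11 GTP binding genes rose, by a median of 1.218 and between 0.419 (Gbp4) and 3.479 (Gm4841). None of the genes of the 4 terms was past the thresholds in edgeR's quasi-likelihood test. With edgeR's exact test 2 immune response genes, 2 antigen processing and presentation genes, 2 GTP binding genes and 1 GTPase activity gene were. With the replicate number as a block in the quasi-likelihood test H2-Eb1 (adjusted p = 0.00298) and Gm4841 (adjusted p = 0.0106) were. In 6 of the immune response genes and 4 of the GTP binding genes the hearts of the 2 treatments did not overlap. Igtp (ENSMUSG00000078853) lies on chromosome 11 of GRCm38 from 58199556 to 58207591, encodes an interferon-gamma-induced GTPase, and averaged 28.1 ± 22.2 CPM (SD, n = 3) in the caffeine-treated hearts and 10.5 ± 4.23 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 1.403 (standard error 0.485, adjusted p = 0.399). Tgtp2 (ENSMUSG00000078921) lies on chromosome 11 from 49057194 to 49064206 and averaged 4.26 ± 4.95 CPM (SD, n = 3) in the caffeine-treated hearts and 1.18 ± 0.28 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 1.798 (standard error 0.731, adjusted p = 0.512). The caffeine SDs exceed the difference between the treatments for both genes, and without caffeine replicate 1 the log2 fold changes of Igtp and Tgtp2 moved most, to 0.582 and 0.283. Reads shared between near-identical members of these families (Gbp, Irgm, Tgtp and H2- genes) may be split or dropped when counted per gene, so their values are uncertain. Of all 17 tested interferon-inducible GTPase genes 16 rose, 5 of them in every caffeine-treated heart above every vehicle-treated heart. Most of the 17, and all of those 5, are in the paper's Supplementary Table 1, so this is not an independent check. Outside that table Gbp9 (0.411), Irgm1 (0.396) and Tgtp1 (0.661) rose and F830016B08Rik (−0.045) fell on the log2 scale, and all overlapped between the treatments. Of all 18 tested H2- genes 16 rose, 7 of them above in every caffeine-treated heart. From the terms enriched in its list, the paper concludes that immune response, antigen presentation and GTPase pathways were affected.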

DAVID analysis revealed that pathways related to immune response, antigen processing and presentation, GTP binding, and GTPase activity were affected by prenatal caffeine treatment (Supplementary Table 2). Also, mRNA expression of many cell surface molecules and signaling peptides were altered in caffeine-treated hearts (Supplementary Table 2). 

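Of the 11 genes listed for the cell surface, 9 rose and 2 fell in the caffeine-treated hearts, with log2 fold changes between −3.12 (Cntn2) and 2.733 (Gm8810). In 5 of them the hearts of the treatments did not overlap, and 0 were past the thresholds in edgeR's quasi-likelihood test. Cntn2 (ENSMUSG00000053024) lies on chromosome 1 of GRCm38 from 132509427 to 132543256 and averaged 0.91 ± 0.43 CPM (SD, n = 3) in the caffeine-treated hearts and 8.22 ± 4.85 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of −3.12 (standard error 0.506, adjusted p = 0.0584). With the replicate number as a block its adjusted p was 0.00511, and in edgeR's exact test 8.66e-07, both past the thresholds. Of the 32 genes listed for a signal peptide 31 were tested, 25 rising and 6 falling, with a median log2 fold change of 0.591. Of these 31, 16 did not overlap between the treatments and 5 were past the thresholds, namely Nppb, Gdf15, Grin2c, Thbs4 and Cpxm2. Thbs4 averaged 31.4 ± 1.53 CPM (SD, n = 3) in the caffeine-treated hearts and 15.9 ± 1.10 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 0.979 (standard error 0.114, adjusted p = 0.0114). With edgeR's exact test in place of the quasi-likelihood test, 10 of the signal peptide genes and 3 of the cell surface genes were past the thresholds. From these lists, the paper concludes that the mRNA of many cell surface molecules and signaling peptides was altered.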

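Of the sarcomere genes, Acta1 (ENSMUSG00000031972) lies on chromosome 8 of GRCm38 from 123891769 to 123894751 and encodes skeletal muscle actin. It averaged 2714.1 ± 378.3 CPM (SD, n = 3) in the caffeine-treated hearts and 942.6 ± 174.9 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 1.526 (standard error 0.144, adjusted p = 0.00296). Abra (ENSMUSG00000042895) lies on chromosome 15 from 41864076 to 41869720 and averaged 140.6 ± 20.2 CPM (SD, n = 3) in the caffeine-treated hearts and 78.3 ± 6.24 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 0.844 (standard error 0.114, adjusted p = 0.0242). Myot (ENSMUSG00000024471) lies on chromosome 18 from 44334074 to 44355724 and had a log2 fold change of 0.666 (standard error 0.112, adjusted p = 0.0584), just above the threshold on adjusted p. Kat2b (ENSMUSG00000000708) lies on chromosome 17 from 53566861 to 53672720, and its log2 fold change was −0.375 (adjusted p = 0.414). Every caffeine-treated heart lay above every vehicle-treated heart for Acta1, Abra and Myot, and below for Kat2b (exact permutation p = 0.1 for each).
Of the blood vessel and circulation genes, Nppb (ENSMUSG00000029019) lies on chromosome 4 from 147985788 to 147987205 and averaged 686.5 ± 86.3 CPM (SD, n = 3) in the caffeine-treated hearts and 181.7 ± 47.2 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 1.918 (standard error 0.165, adjusted p = 0.00228). Leaving out each replicate in turn kept its log2 fold change between 1.801 and 2.15. The log2 fold changes of the others were 0.641 for Tnfrsf12a (adjusted p = 0.134), 0.303 for Gpx1 (adjusted p = 0.579), 0.189 for Apoe (adjusted p = 0.849) and 0.167 for Wars (adjusted p = 0.868). Gpx1, Apoe and Wars overlapped between the treatments, and without caffeine replicate 1 the log2 fold changes of Apoe and Wars moved most, to −0.118 and −0.15. Fgfbp3 had 19, 10 and 18 counts in the vehicle-treated hearts and 0, 15 and 13 in caffeine replicates 1 to 3, a log2 fold change of −0.45 (standard error 0.628, adjusted p = 0.896).
Of the membrane channel genes, Cacng6 averaged 5.75 ± 4.71 CPM (SD, n = 3) in the vehicle-treated hearts and had 1, 0 and 2 counts in the caffeine-treated hearts, a log2 fold change of −5.411 (standard error 0.867, adjusted p = 0.0578). Those caffeine values are below the 3 counts that the depth can show. Grin2c (ENSMUSG00000020734) lies on chromosome 11 from 115249169 to 115267243 and averaged 8.84 ± 1.15 CPM (SD, n = 3) in the caffeine-treated hearts and 3.10 ± 0.65 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 1.505 (standard error 0.218, adjusted p = 0.0301). Kcnj14 had a log2 fold change of 0.979 (adjusted p = 0.135) and Aqp4 one of −2.692 (adjusted p = 0.102). In these 4 genes the hearts of the treatments did not overlap. Nppb, Acta1, Abra and Grin2c were past the thresholds in edgeR's quasi-likelihood test, and with edgeR's exact test Myot (0.000129), Tnfrsf12a (0.00411), Cacng6 (4.98e-08), Kcnj14 (0.00407) and Aqp4 (0.000129, all adjusted p) were as well. With the replicate number as a block the adjusted p was 0.00291 for Nppb, 0.0266 for Myot and 0.011 for Cacng6. From such genes in its list the paper identifies sarcomere, blood vessel and membrane channel genes among the differentially expressed genes.

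**Figure D2:**
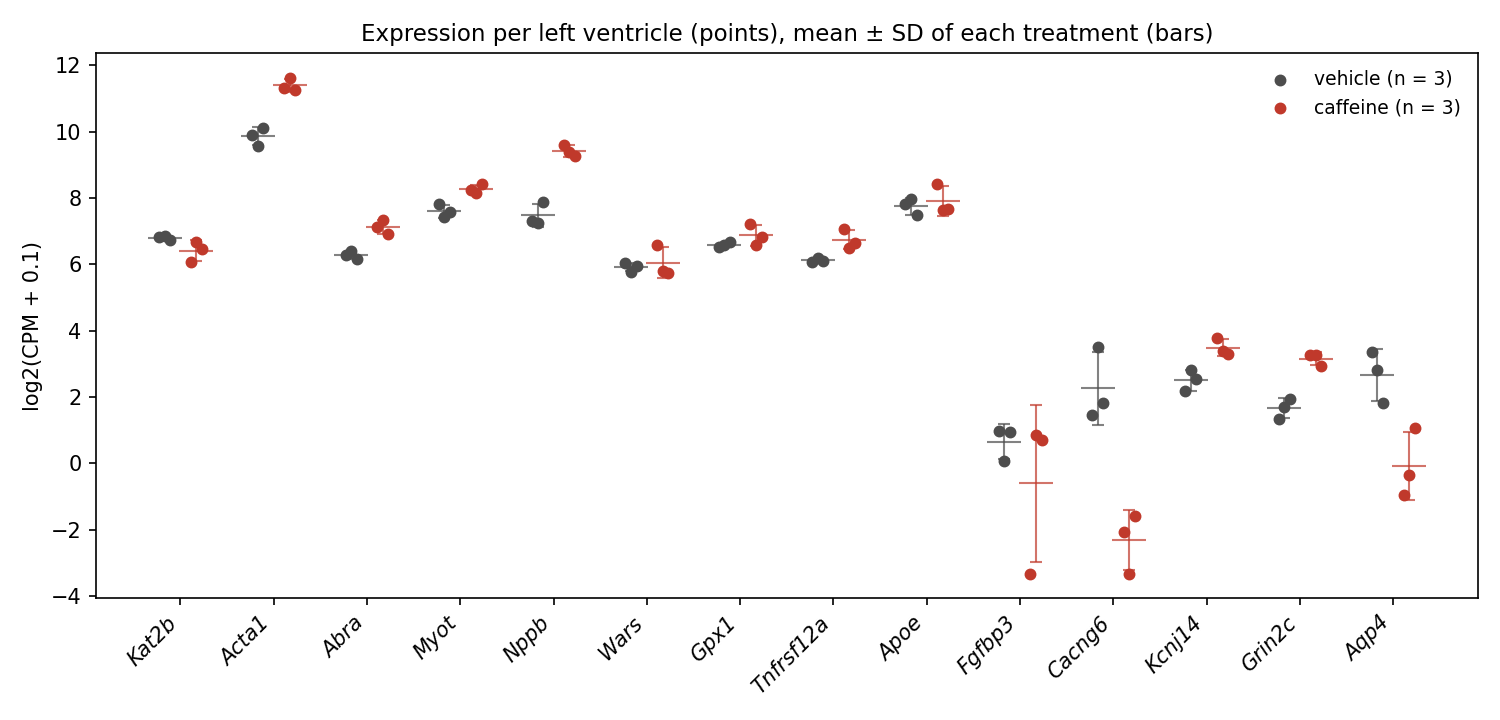
Expression of the 14 named genes in each left ventricle, as log2(CPM + 0.1) on the y axis, since some samples had no count. Points are hearts, the horizontal bars are the mean and the vertical bars the SD of the 3 hearts of a treatment. Nppb and Acta1 lie above the vehicle-treated hearts in all 3 caffeine-treated hearts, and Fgfbp3 lies within their range in all but caffeine replicate 1.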

DAVID analysis of differentially expressed genes also identified sarcomere genes, including KAT2B (−1.68 fold), ACTA1 (2.69 fold), ABRA (1.76 fold), and MYOT (1.55 fold); genes involved in blood vessel development and blood circulation, including NPPB (4.28 fold), WARS (1.58 fold), GPX1 (1.55 fold), TNFRSF12A (1.93 fold), APOE (1.58 fold), and FGFBP3 (−117.24 fold); and genes related to membrane channel activity, including CACNG6 (−37.69 fold; calcium channel), KCNJ14 (2.39 fold; potassium channel), GRIN2C (3.06 fold; ionotropic glutamate receptor NMDA2C), and AQP4 (−15.92 fold; water channel).

## Discussion

We find that the timing of *in utero* caffeine exposure determines which generation is effected and the cardiac phenotype induced. Early embryonic exposure to caffeine leads to a dilated cardiomyopathy phenotype in the 1^st^ generation of offspring, and caffeine exposure later in development induces hypertrophic cardiomyopathy in the 2^nd^ generation and altered morphology in the 3^rd^ generation (Fig. 4). Collectively, these data show that caffeine exposure during fetal development has lasting effects on the heart, including reduced cardiac function and altered gene expression.

Although caffeine exposure is not a teratogen considered harmful to the developing fetus by many^14^,^25^, a recent Norwegian Mother and Child Cohort Study (MoBa) involving 59,123 pregnant women in Norway strongly supports the notion that caffeine consumption is associated with decreased birth weight, even at levels below recommended limits^35^. The decrease in birth weight associated with fetal caffeine exposure is small^35^, but studies demonstrate that reduced fetal growth is associated with higher instances of adult disease later in life, including cardiovascular disease^57^,^58^. Data from this report and our previous results^31^,^32^ support the notion that *in utero* caffeine exposure induces long-term effects on cardiac gene expression and function into adulthood.

In these studies, we examined CD-1 mice because they have more severe phenotypes compared to inbred strains in transgenerational studies^9^. We exposed CD-1 mice to caffeine early in gestation (E6.5–9.5), as before^31^,^32^, and observed a phenotype similar to that found in the inbred C57Bl6 strain^32^. The changes in cardiac morphology and function induced by *in utero* caffeine exposure in the F1 generation CD-1 mice are characteristics seen in dilated cardiomyopathy in humans including dilated ventricular cavity and systolic dysfunction^59^. The effects of caffeine on cardiac function in CD-1 mice were not observed until 1 year of age compared to the inbred C57Bl/6 strain that exhibited reduced cardiac function at 10 weeks of age^32^. Thus, the CD-1 strain develops cardiac dysfunction later in adulthood compared to the inbred strain, but the effects are more severe^31^,^32^.

Based on our previous data^31^,^32^, we hypothesized that *in utero* caffeine exposure disrupts the DNA re-methylation event that occurs from E3.5–9.5 throughout the embryo^43^. Our results support this hypothesis as exposure to caffeine later in development from E10.5–13.5 had no effect on cardiac function or morphology in the F1 generation at either 22 weeks or 1 year of age. These results indicate that the timing of caffeine exposure is critical to inducing long-term effects in adult hearts of the F1 generation.

During the E10.5–13.5 developmental window, primordial germ cells are migrating, maturing, and going through a process of demethylation^43^. Thus, we hypothesized that caffeine could interfere with this demethylation process, which could lead to altered cardiac function in the F2 (germ cells at the time of exposure) and possibly the F3 (not directly exposed to caffeine) generations.

The effects of *in utero* caffeine exposure on adult cardiac function and morphology in the F2 generation offspring were opposite to those seen in the F1 generation exposed to caffeine from E6.5–9.5. The F2 caffeine hearts at 1 year displayed decreased LVID;s, increased LVPW;s thickness, and increased FS, which are characteristic of hypertrophic cardiomyopathy, including asymmetric left ventricular thickening, increased LV cavity, and hyperdynamic function^55^,^56^.

The F3 generation caffeine hearts had altered morphology and increased mass. Although caffeine induces effects on the heart in the F3 generation, they are less severe and they do not lead to altered cardiac function.

In addition, we observed that *in utero* treated (from E6.5–9.5) caffeine hearts had impaired responses to dobutamine stimulation, indicating that caffeine treated hearts may have a reduced ability to respond to or sense β-adrenergic stimulation. This impaired response could have a significant clinical impact as β-adrenergic agonists are given to patients with failing hearts to increase cardiac output.

We find that *in utero* caffeine exposure has long-lasting effects on cardiac gene expression in adult offspring of the F1, F2, and F3 generation. The most significant change in gene expression observed was with the *Myh7* gene. MYH7 is generally an embryonic and prenatal form of cardiac myosin that is greatly reduced in adult murine hearts, but *Myh7* expression is activated in adult hearts during cardiac stress and heart failure in mice^60^,^61^. In F1 generation mice exposed to caffeine from E6.5–9.5, we observed an increase in *Myh7* expression. The increase in *Myh7* expression is indicative of the phenotype induced by caffeine as increased *Myh7* expression is associated with cardiomyopathy and heart failure^61^,^62^. Two other genes, *Tnni3* and *Mef2c,* were also altered in adult F1 hearts when exposed to caffeine early in embryogenesis. These genes are associated with dilated cardiomyopathy^63^,^64^,^65^ and we have demonstrated previously that their expression is sensitive to caffeine exposure^54^. In addition, we observe increased ANP expression in adult F1 hearts which is also increased in human idiopathic dilated cardiomyopathy^66^. From our RNAseq data we identify new genes that we had not previously associated with caffeine exposure and cardiomyopathy, including *Nppb* which is up regulated in F1 hearts at one year and in dilated cardiomyopathy^67^, and *Mylk4* which is down regulated in our caffeine exposed F1 hearts and in human dilated cardiomyopathy patient left ventricle tissue^68^.

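In the left ventricles of the F1 mice at 1 year, Nppb (ENSMUSG00000029019) lies on chromosome 4 of GRCm38 from 147985788 to 147987205, encodes the B-type natriuretic peptide, and averaged 686.5 ± 86.3 CPM (SD, n = 3) in the caffeine-treated hearts and 181.7 ± 47.2 CPM (SD, n = 3) in the vehicle-treated hearts. Its log2 fold change was 1.918 (standard error 0.165, adjusted p = 0.00228 in edgeR's quasi-likelihood test), and it was above every vehicle-treated heart in every caffeine-treated heart. It moved most without vehicle replicate 3, to 2.15. Mylk4 (ENSMUSG00000044951) lies on chromosome 13 from 32700834 to 32783954 and averaged 142.6 ± 44.8 CPM (SD, n = 3) in the caffeine-treated hearts and 249.5 ± 78.7 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of −0.804 (standard error 0.236, adjusted p = 0.302). The hearts of the treatments overlapped for Mylk4 (exact permutation test, p = 0.2), and leaving out a replicate moved its log2 fold change between −1.08 and −0.536. The paper reasons that Nppb is up-regulated and Mylk4 down-regulated both in these hearts and in dilated cardiomyopathy.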

In contrast, we observed that F2 generation mice exposed to *in utero* caffeine from E10.5–13.5 had reduced expression of *Myh7.* This opposite effect on *Myh7* gene expression compared to the F1 generation mice exposed to caffeine from E6.5–9.5 correlates with the opposite effect that caffeine has on adult heart function in the F2 generation. These data indicate that *Myh7* expression is sensitive to caffeine exposure and may be predictive of cardiac dysfunction in adult hearts (Fig. 4).

In conclusion, we find that *in utero* caffeine exposure has long-term effects on cardiac morphology, function, and gene expression. We find that long-term effects of caffeine exposure *in utero* are determined in part by the timing of exposure (Fig. 4). We show that caffeine may interfere with the hearts ability to respond to stress, as caffeine treated mice had an impaired response to β-adrenergic stimulation. In addition, we demonstrate that caffeine has transgenerational effects on the F2 generation including altered cardiac morphology, function, and gene expression. Transgenerational effects of caffeine are also observed in the F3 generation. As such, these observations are of potential major clinical significance to the thousands of women who consume caffeine during pregnancy.

## Methods

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Florida and all methods were carried out in accordance with approved guidelines. Pregnant CD-1 dams (F0 generation) were treated with 0.9% NaCl (vehicle) or 20 mg/kg caffeine in vehicle via i.p. injection. CD-1 mice were used as they have been demonstrated to have more severe transgenerational effects on health in adulthood than inbred strains when exposed to endocrine disruptors *in utero*^9^. This dose was chosen because we previously demonstrated that it leads to long-term effects on cardiac function and results in a serum level equivalent to 2–4 cups of coffee in humans^31^,^32^. Dams were treated once daily for four days either from E6.5–9.5 or E10.5–13.5. We chose these exposure times because they coincide with two important DNA methylation transition events during embryogenesis, including a large scale DNA remethylation of the genome that occurs from E3.5–9.5, and genome-wide demethylation that occurs during PGC development from E10.5–13.5 43.

Our previous analysis indicated that there was no difference in the effects of *in utero* caffeine exposure on cardiac function between males and females^32^. In addition, we observed elevated % body fat levels in males exposed to caffeine *in utero*^32^, therefore we only examined male offspring in this study.

The F1 generation (embryos exposed *in utero*), F2 generation (exposed gametes within the F1 generation embryos) and F3 generation (naïve to caffeine exposure) were examined up to one year of age (Tables 6 and 7). We generated the F2 generation by mating F1 generation mice at 10–12 weeks of age that had been similarly treated with either caffeine or vehicle, taking care not to mate siblings or cousins. Next, we generated the F3 generation of mice, which were naïve to caffeine exposure, by mating F2 generation mice that were similarly treated.

### Statistical Analysis

Data are presented as mean ± the standard error of the mean (SEM). Analysis was performed with the statistics software package included with Microsoft Excel (Microsoft, Redmond, WA, USA) and GraphPad Prism 6.0 (GraphPad Software Inc., La Jolla, CA, USA).

### Echocardiography

Cardiac function of male offspring was assessed using echocardiography, as described^31^,^32^,^69^. Briefly, offspring were anesthetized with a continuous flow of isoflurane administered via nosecone and anesthesia levels were regulated to maintain heart rates between 400 and 500 beats per minute. Transthoracic 2D M-mode echocardiography was performed using a 30-MHz probe with the Vevo 770 (Visualsonics, Toronto, ON, Canada) small animal ultrasound device^32^.

Ultrasound analysis of cardiac function was performed after administration of dobutamine, a β-adrenergic agonist, in order to stress the heart. Dobutamine, an inotropic agent, induces a more forceful contraction of heart muscle, which increases the LVPW thickness during systole leading to increased % FS and % EF^70^. After baseline echocardiograms were obtained, mice were injected with 1.5 mg/kg dobutamine via i.p. Echocardiograms were retaken 20 minutes after dobutamine injection. Echocardiography and analysis of results were performed blinded. Analyses of the effects of dobutamine were determined by comparing echocardiograms at baseline and 20 minutes. Based on a pilot experiment that examined cardiac function 5, 10, 15, and 20 minutes after dobutamine injection, we determined that the results at 20 minutes were the most significant compared to baseline.

For echocardiography, 1–5 offspring from 3–6 dams were analyzed. Statistical comparisons between groups for echocardiography were performed with Student’s t-test assuming equal variance. For Tables 1, 2, and 3 N = number of dams treated. For Tables 1, 2, and 3 measurements for offspring from one dam were averaged and the averages for each litter were used to calculate significance. For Table 3, N = the number of mice treated with dobutamine. P ≤ 0.05 was considered to be statistically significant.

### Quantitative real-time PCR (qPCR) analysis

For qPCR, 1–2 offspring were examined from 4–5 different dams. Results from offspring of the same dam were averaged before determining significance and fold change. Total RNA from left ventricles of adult male offspring was extracted with RNeasy Plus Mini Kit (Qiagen), according to the manufacturer’s protocol. cDNA was synthesized using iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). For most cardiac genes, published primer pairs were used^71^. *Camta1* forward: TCCTTATCCAGAGCAAATTCCGA; *Camta1* reverse: CACACTTCTTGTAACTCCGGTAG. *Myh6* (PPM04500A) and *Myh7* (PPM67019A) primers were proprietary sequences designed by Qiagen SABiosciences. *Gapdh* primers were used as an internal control. SYBR^®^Green PCR Master Mix (Life Technologies Applied Biosystems^®^) was used to perform qPCR analysis in a GeneAmp 7300 Real Time PCR System^71^. Each sample was measured in two separate reactions on the same plate. Amplification efficiencies of the target genes and *Gapdh* primer pairs were tested to ensure that they were not statistically different. Differences in expression between the treatment groups were calculated with the 2^−∆∆CT^ method^54^. Statistical significance was determined by Student’s t-test analysis on the ΔCT values, thus error bars are not included on the gene expression graphs (Figs 2 and 3).

### Illumina transcriptomic RNA sequencing (RNA-Seq)

Total RNA was isolated from the left ventricles of male 1 year-old mice treated with 20 mg/kg caffeine at E6.5–9.5 by using the RNeasy Plus Mini kit (Qiagen). mRNA was isolated from total RNA using NEXTflex™ Poly(A) Beads (Bioo Scientific, Austin, TX, USA). Sequencing libraries were prepared with the NEBNext^®^ mRNA Library Prep Master Mix Set for Illumina (NEB, Ipswich, MA, USA) and the NEBNext Multiplex Oligos for Illumina (NEB). Illumina-adapted libraries (n = 3/treatment) were pooled at equal molar ratio and sequenced with one High Output 1 × 75 cycles run on a NextSeq500 sequencer (Illumina, San Diego, CA, USA). All RNA-Seq data were uploaded to the Gene Expression Omnibus (GEO), and the accession number is GSE79013.

### RNA-Seq data analysis for differential gene expression

The fastq files generated from RNA-Seq were uploaded to the UF Research Computing Galaxy instance developed by the University of Florida^72^. The data were cleaned with the FastQC program and mapped to the mouse genome (mm10) with the Tophat2 tool. Counting of RNA-seq reads were performed with HTSeq^73^. Differential expression (DE) of genes between treatments was analyzed using R package EdgeR^74^, with Ensembl Mus_GRCm38.79.gtf as the reference annotation. Genes with false discovery rate (FDR) less than 0.05 and absolute fold change greater than 1.5 were considered as significant. EdgeR was also used to calculate the principle component (x-axis) analysis to determine the variance between the vehicle- and caffeine-treated groups (Supplementary Figure 1). Functional ontology was conducted using the Database for Annotation, Visualization and Integrated Discovery (DAVID) and IPA (Qiagen), and the significance was determined as described for each software package^75^,^76^. The significance criterion for pathway analysis is p ≤ 0.05 with Benjamini Hochberg correction.

## Additional Information

**How to cite this article**: Fang, X. *et al.* In Utero Caffeine Exposure Induces Transgenerational Effects on the Adult Heart. *Sci. Rep.* **6**, 34106; doi: 10.1038/srep34106 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
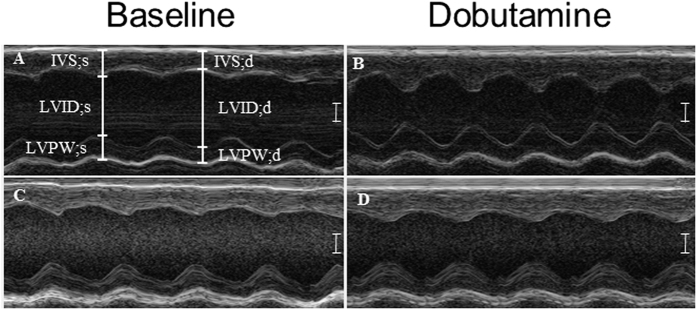
M-mode measurements before and after dobutamine treatment in 22 week old mice. For this analysis F1 generation mice from dams treated with vehicle or caffeine from E6.5–9.5 were used. Baseline echocardiograms were taken of (**A**) vehicle- and (**C**) caffeine-treated mice. 20 minutes after dobutamine another set of echocardiograms were taken of (**B**) vehicle- and (**D**) caffeine-treated mice. Data indicate that caffeine-exposed hearts have impaired response to β-adrenergic stimulation during systole and diastole. Measurements that were altered include interventricular septum (IVS;s); left ventricular posterior wall (LVPW;s, d); d, diastole; s, systole. N = 3–4, P ≤ 0.05. Scale bar = 1 mm.

**Figure 2:**
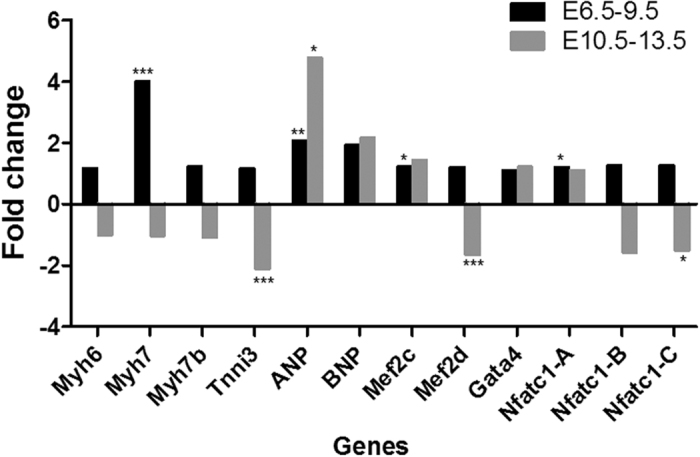
*In utero* caffeine exposure leads to altered cardiac gene expression in the F1 generation at 1 year of age. Early in utero exposure to caffeine from E6.5–9.5 caused increased RNA expression of *Myh7*, *ANP*, *Mef2c*, and *Nfatc-1A* in the left ventricle. Late in utero exposure from E10.5–13.5 caused altered expression of *Tnni3*, *ANP*, *Mef2d*, and *Nfatc1-C*. Fold change in gene expression between vehicle and caffeine treated mice was calculated with the 2^−∆∆CT^ method using *Gapdh* as the control gene. Significance was determined by Student’s t-test and a P ≤ 0.05 was determined to be significant. N = 4, *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001.

**Figure 3:**
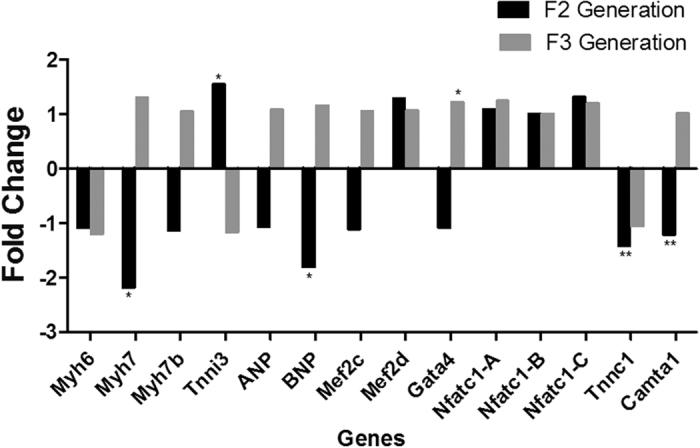
*In utero* caffeine exposure leads to altered cardiac gene expression in F2 and F3 generation at 1 year of age. qPCR analysis revealed that *in utero* caffeine treatment during E10.5–13.5 altered gene expression in the left ventricles of F2 generation offspring, including *Myh7*, *Tnni3*, *BNP*, *Tnnc1*, and *Camta1. In utero* caffeine treatment during E10.5–13.5 increased *Gata4* expression in the left ventricles of F3 generation offspring. Fold-change in gene expression between vehicle and caffeine treated mice was calculated with the 2^−∆∆CT^ method using *Gapdh* as the control gene. Significance was determined by Student’s t-test and a P ≤ 0.05 was determined to be significant. N = 5, *P ≤ 0.05, **P ≤ 0.01.

**Figure 4:**
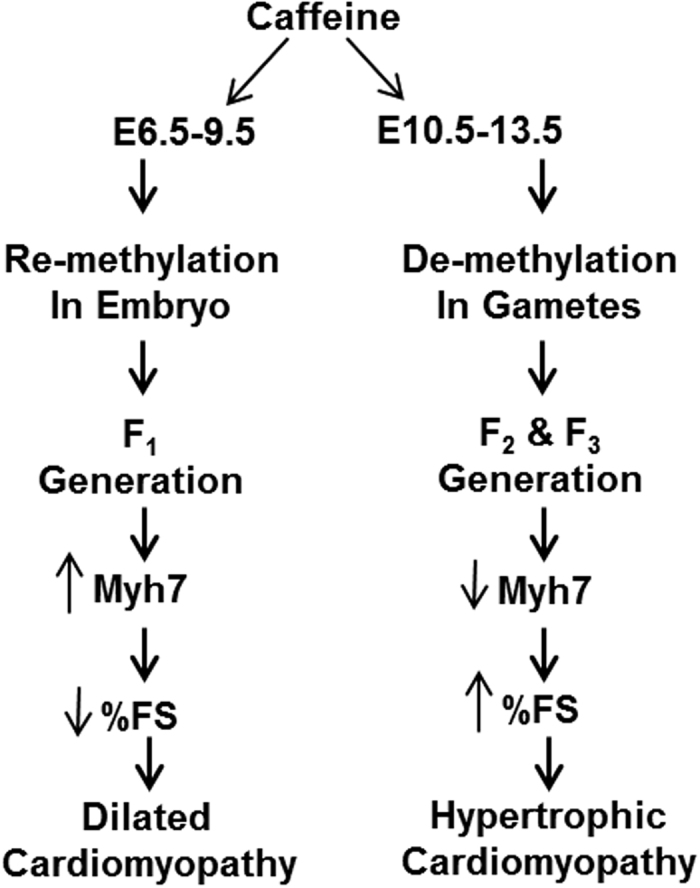
Timing of in utero caffeine exposure leads to different cardiac phenotypes in adult offspring. The timing of *in utero* caffeine treatment leads to differences in adult cardiac function, gene expression, and phenotype. Exposure to caffeine from E6.5–9.5 leads the F1 generation to develop dilated cardiomyopathy with decreased % FS and increased *Myh7* expression. *In utero* caffeine exposure from E10.5–13.5 leads to a hypertrophic cardiomyopathy in the F2 generation along with increased % FS and decreased *Myh7* expression.

**Table 1:** Echocardiography analysis of adult F1 generation mice exposed to caffeine or vehicle as embryos *in utero* from E6.5–9.5.

Treatment	Age	IVS;d	LVID;d	LVPW;d	LV Vol;d	IVS;s	LVID;s	LVPW;s	LV Vol;s	% EF	% FS	LV Mass	Heart Rate	Weight	N
E6.5–9.5		mm	mm	mm	ul	mm	mm	mm	ul	%	%	mg	BPM	g	
Vehicle	**12 Weeks**	0.74	4.77	0.84	106.50	1.01	3.56	1.17	53.69	49.90	25.53	124.70	481.57	39.85	4
Caffeine	**12 Weeks**	0.80	4.60	0.89	97.92	1.10	3.29	1.23	45.23	54.76	28.69	128.07	475.44	42.98	4
P-value		0.07	0.08	0.18	0.08	0.10	0.06	0.24	0.09	0.09	0.08	0.36	0.42	0.08	
E6.5–9.5															
Vehicle	**22 Weeks**	0.84	4.63	0.93	98.97	1.15	3.25	1.30	43.26	56.58	29.81	137.03	503.31	53.54	3
Caffeine	**22 Weeks**	0.92*	4.81*	0.92	108.31*	1.25	3.50*	1.26	51.65*	52.72	27.35	154.51*	499.41	53.86	4
P-value		0.02	0.01	0.46	0.01	0.06	0.04	0.28	0.05	0.14	0.15	0.04	0.45	0.46	
E6.5–9.5															
Vehicle	**1 year**	0.95	4.68	1.07	102.53	1.33	3.30	1.49	44.87	56.47	29.66	169.77	495.54	62.13	4
Caffeine	**1 year**	0.96	4.94	1.06	115.91	1.30	3.70*	1.32*	59.77*	48.89*	25.28*	183.34	469.46	59.36	4
P-value		0.45	0.11	0.42	0.12	0.35	0.04	0.02	0.04	0.02	0.02	0.26	0.18	0.34	

IVS, interventricular septum; LVID, left ventricle internal diameter; LVPW, left ventricular posterior wall; LV, left ventricle; FS, fraction shortening; Vol, volume; EF, ejection fraction; d, diastole; s, systole. Units: IVS, LVID, LVPW are measured in millimeters (mm); LV vol is measured in milliliters (ml); LV mass is measured in milligrams (mg). ^*^P-value ≤ 0.05. P-values were calculated by Student’s t-test.

**Table 2:** Echocardiography analysis of F1, F2, and F3 generation adult offspring of F0 dams exposed to vehicle or caffeine.

	Age/Generation	IVS;d	LVID;d	LVPW;d	LV Vol;d	IVS;s	LVID;s	LVPW;s	LV Vol;s	% EF	% FS	LV Mass	Heart Rate	Weight	N
E10.5-13.5	**22 Weeks**	mm	mm	mm	ul	mm	mm	mm	ul	%	%	mg	BPM	g	
Vehicle	**F1**	1.00	4.47	0.94	92.01	1.37	3.24	1.24	43.55	53.71	28.02	147.37	521.75	50.83	5
Caffeine	**F1**	0.94	4.61	0.98	99.24	1.26	3.49	1.24	52.95	47.11	24.11	150.62	493.81	50.97	4
P-value		0.21	0.25	0.11	0.21	0.14	0.20	0.50	0.16	0.15	0.16	0.42	0.16	0.49	
E10.5-13.5	**1 year**														
Vehicle	**F1**	1.03	4.58	0.98	96.47	1.34	3.26	1.34	43.46	55.47	28.94	157.57	496.03	52.51	5
Caffeine	**F1**	0.90	4.84	1.01	110.90	1.25	3.49	1.38	52.46	54.03	28.19	164.50	473.44	61.33	4
P-value		0.08	0.14	0.27	0.13	0.16	0.21	0.29	0.20	0.37	0.39	0.32	0.15	0.08	
E10.5–13.5	**22 Weeks**														
Vehicle	**F2**	0.88	4.62	0.94	98.84	1.21	3.36	1.25	46.72	53.01	27.42	142.55	494.17	52.16	5
Caffeine	**F2**	0.84	4.59	0.95	97.20	1.16	3.29	1.29	44.35	54.29	28.36	137.13	471.52	50.06	4
P-value		0.23	0.42	0.48	0.41	0.23	0.31	0.33	0.32	0.37	0.36	0.28	0.20	0.30	
E10.5–13.5	**1 year**														
Vehicle	**F2**	0.92	5.00	1.00	118.72	1.29	3.66	1.34	57.24	52.09	26.89	173.76	523.84	60.10	5
Caffeine	**F2**	0.89	4.75*	1.11*	105.32*	1.25	3.32*	1.50*	45.54*	57.01*	30.07*	169.31	526.52	59.62	7
P-value		0.22	0.03	0.01	0.03	0.24	0.02	0.01	0.02	0.04	0.04	0.33	0.44	0.47	
E10.5–13.5	**22 Weeks**														
Vehicle	**F3**	0.92	4.60	0.94	97.37	1.28	3.32	1.25	45.24	53.67	27.75	145.25	518.58	51.71	5
Caffeine	**F3**	0.92	4.77	0.96*	106.35	1.28	3.40	1.33*	48.24	54.95	28.66	157.30*	498.39	51.35	4
P-value		0.31	0.09	0.04	0.09	0.37	0.33	0.01	0.31	0.23	0.21	0.05	0.39	0.31	
E10.5–13.5	**1 year**														
Vehicle	**F3**	1.00	4.70	1.06	102.75	1.42	3.28	1.48	44.50	57.26	30.39	174.27	554.53	62.73	5
Caffeine	**F3**	0.95	5.07	1.15	125.27	1.42	3.28	1.48	67.29	49.37	25.72	201.70*	552.16	63.04	4
P-value		0.26	0.18	0.08	0.15	0.27	0.20	0.16	0.18	0.26	0.28	0.04	0.44	0.35	

Only the F1 generation embryos were exposed to vehicle or caffeine *in utero* from E10.5-13.5. For abbreviations please see Table 1. ^*^P-value ≤ 0.05. P-values were calculated by Student’s t-test.

**Table 3:** Echocardiography analysis 20 minutes after dobutamine treatment of CD-1 mice exposed to caffeine or vehicle *in utero* from E6.5–9.5.

Treatment	**Age**	IVS;d	LVID;d	LVPW;d	LV Vol;d	IVS;s	LVID;s	LVPW;s	LV Vol;s	% EF	% FS	LV Mass	Heart Rate	N
E6.5–9.5		mm	mm	mm	ul	mm	mm	mm	ul	%	%	mg	BPM	
Vehicle	**12 Weeks**	0.82	4.22	0.99	80.06	1.35	2.35	1.63	20.62	75.31	44.59	122.21	489.36	4
Caffeine	**12 Weeks**	0.89*	4.03	1.02	71.98	1.42	2.21	1.58	17.54	76.68	45.67	121.04	503.48	4
P-value		0.01	0.09	0.31	0.08	0.07	0.15	0.33	0.14	0.29	0.31	0.43	0.17	
E6.5–9.5														
Vehicle	**22 Weeks**	0.92	4.25	1.09	81.43	1.59	2.11	1.78	15.38	81.65	50.53	142.17	485.50	3
Caffeine	**22 Weeks**	0.95	4.15	0.99*	77.45	1.45*	2.44	1.54*	22.24	72.42*	41.53*	130.98	529.10*	3
P-value		0.15	0.33	0.01	0.35	0.01	0.12	0.001	0.15	0.03	0.02	0.20	0.01	

For abbreviations please see Table 1. ^*^P-value ≤ 0.05. P-values were calculated by Student’s t-test.

**Table 4:** Altered cellular morphology and function pathways in adult F1 mice treated with caffeine during E6.5–10.5.

	p-value	Activation z-score^a^	# of molecules
Cell death and survival			
Cytolysis	6.79E-04	−1.034	7
Proliferation of cells	2.11E-03	−0.513	37
Cell death	2.40E-03	−0.323	34
Cell morphology, cellular function and maintenance			
Nucleation of filaments	9.91E-04	—	3
Cellular homeostasis	3.38E-03	0.297	19
Morphology of cells	5.15E-03	—	22
Generation of filaments	6.22E-03	—	2
Cell signaling			
Activation of cells	2.76E-05	−0.500	18
Quantity of Ca^2+^	8.31E-03	−0.240	7

^a^A positive z-score means the pathway is activated, and a negative z-score indicates the pathway is inhibited.

**Table 5:** Altered cardiovascular disease pathways in adult F1 mice treated with caffeine during E6.5–9.5.

Pathways	p-value	Activation z-score^a^	Genes
Infarction	3.47E-06	−2.750	ACTA1,APOE,C1QA,CD55,FSTL1,GDF15,GPX1,HLA-A,PTGDS,STAT1,TNFRSF12A
Myocardial infarction	8.08E-04	−1.992	ACTA1,APOE,CD55,FSTL1,GDF15,STAT1
Permeability of vascular system	8.44E-03	−1.969	APOE,AQP4,FGFBP3,TNFRSF12A
Size of infarct	3.31E-06	−1.673	APOE,C1QA,GDF15,GPX1,HLA-A,PTGDS,STAT1,TNFRSF12A
Vasculogenesis	6.05E-03	−1.109	ABRA,APOE,C1QA,GPX1,HLA-DQB1,KLK3,SEMA3B,STAT1,THBS4,TNFRSF12A,WARS
Adhesion of endothelial cells	6.33E-03	−0.293	C1QA,CD274,GDF15,STAT1
Lesioning of aorta	9.10E-07		APOE,GPX1,NPC1
Peripheral vascular disease	8.48E-03		APOE,AQP4,CFH,GPX1,MARK1,SEMA3B,TNFRSF12A
Size of vascular lesion	7.61E-03		APOE,C1QA,GPX1
Advanced stage peripheral arterial disease	6.89E-03		APOE,CFH,MARK1,SEMA3B
Thickness of heart ventricle	6.70E-03		APOE,KLK3
Cellularity of atherosclerotic lesion	2.05E-05		APOE,NPC1
Function of cardiovascular system	1.18E-03		ABRA,APOE,AQP4,CD55,CFP,GDF15,GPX1,KLK3
Thrombosis	1.16E-02		APOE,C1QA,CFH,GDF15
Mass of left ventricle	1.05E-02		KLK3,THBS4

^a^A positive z-score means the pathway is activated, and a negative z-score indicates the pathway is inhibited.

**Table 6:** Timing of analysis performed on F1 offspring exposed to vehicle or caffeine *in utero* from E6.5–9.5.

Dam	F1 Offspring		
	Experimental Analysis		
Treatment/Timing	12 Weeks	22 Weeks	52 Weeks
Vehicle/E6.5–9.5 Caffeine/E6.5–9.5	1) Echocardiography	1) Echocardiography	1) Echocardiography
	2) Dobutamine Treatment	2) Dobutamine Treatment	2) Gene Expression
			4) RNA Seq.
			5) Histology

**Table 7:** Timing of analysis performed on F1, F2, and F3 offspring exposed to vehicle or caffeine in utero from E10.5–13.5.

Dam	F1 Offspring		F2 Offspring		F3 Offspring	
Treatment/Timing	Analysis		Analysis		Analysis	
	22 Weeks	52 Weeks	22 Weeks	52 Weeks	22 Weeks	52 Weeks
Vehicle/E10.5–13.5 Caffeine/E10.5–13.5	1) Echos	1) Echos 2) Gene Expression 3) Histology	1) Echos	1) Echos 2) Gene Expression 3) Histology	1) Echos	1) Echos 2) Gene Expression 3) Histology

# Supplementary material for: In Utero Caffeine Exposure Induces Transgenerational Effects on the Adult Heart
**Source:** Sci Rep. 2016 Sep 28;6:34106. doi: 10.1038/srep34106
**Supplement:** Supplementary Information

**Supplementary Information for “In Utero Caffeine Exposure Induces Transgenerational Effects on the Adult Heart.” Xiefan Fang, Ryan R. Poulsen, Scott A. Rivkees, and Christopher C. Wendler**

**
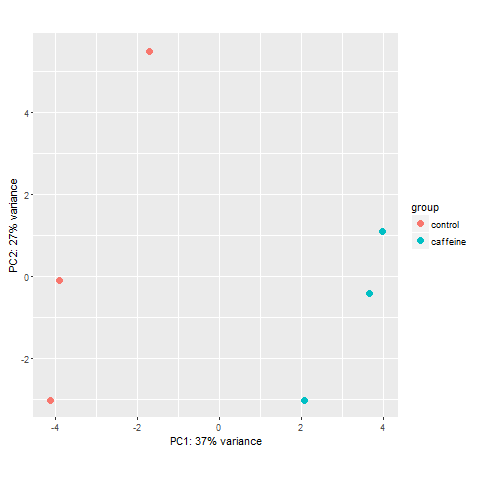
**

**Supplementary Figure 1.** Principal component analysis (PCA) was performed on the RNA-Seq data. TheRNA-seq samples from the F1 generation of adult left ventricles were well-separated based on treatment by the first principal component (X-axis) analysis.

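Principal component analysis projects each heart onto the directions in which the expression of all the genes used varies most, so that hearts with similar profiles lie close together. The gene set and the transformation behind the figure are not stated in the supplement. With log2 CPM of all 13092 filtered genes in place of the 500 most variable, the first component held 27.79% of the variance. With DESeq2's variance stabilizing transformation of 500 genes it held 37.65%. The treatments did not overlap on the first component with either, with gaps of 54.4% and 53.41% of the range of scores. From that separation the paper concludes that the samples were separated by treatment.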

**Supplementary Table 1.** Differentially expressed genes in left ventricles of F1 generation 1 year old mice treated *in utero* from E6.5-9.5.

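By the table's note, each row gives the ratio of expression with caffeine to that with vehicle, written as a negative fold for a gene that fell. It also gives the false discovery rate, the share of false calls among genes with an adjusted p as small. Folds of all 6 samples in edgeR's exact test with no filter differed from the printed ones by a median of 0.47 on the log2 scale. Directions were kept, with Fgfbp3 and Hmgb1-ps7 read as falls. In the quasi-likelihood test of the 6 samples the genes of the table past the thresholds were led by Nppb, Acta1 and Vgll2, with adjusted p = 0.00228, 0.00296 and 0.00504. Vgll2 averaged 23.5 ± 6.47 CPM (SD, n = 3) in the caffeine-treated hearts and 5.13 ± 1.06 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 2.199 (standard error 0.228, adjusted p = 0.00504). Tspan5 averaged 10.9 ± 0.97 CPM (SD, n = 3) in the caffeine-treated hearts and 26.0 ± 4.75 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of −1.257 (standard error 0.161, adjusted p = 0.0225). Rpph1, the RNA of ribonuclease P, which carries no poly(A) tail, averaged 33.6 ± 7.14 CPM (SD, n = 3) in the caffeine-treated hearts and 8.98 ± 3.71 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 1.893 (standard error 0.257, adjusted p = 0.0242). Of the 25 tested genes for RNAs without a poly(A) tail, 19 rose and 1 was past the thresholds, against 13 of 13067 other genes (Fisher's exact test, p = 0.0264). The number past the thresholds was most changed by removing the filter on low counts, which gave 12. It was 0 with edgeR's robust quasi-likelihood test and without caffeine replicate 1 or 3. The Fisher p therefore rests on 1 gene, Rpph1, and does not hold under those alternatives.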

*** Fold change expressed as caffeine/vehicle.**

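The DAVID tool counts how many genes of a list carry an annotation and compares this with the number among all annotated genes. Its enrichment was not recalculated, because the annotation is not in the files analysed here. Beside the terms discussed in the results, the table lists viral myocarditis, with 6 genes that all rose in the caffeine-treated hearts, by a median log2 fold change of 0.86. It also lists propeptide, with 7 genes, of which 5 rose and 2 fell. Only Acta1 (1.526, adjusted p = 0.00296 from edgeR's quasi-likelihood test) among the propeptide genes was past the thresholds. H2-D1, which is in several of the terms, had a log2 fold change of 0.085 (standard error 0.267, adjusted p = 0.963). With each replicate left out in turn its log2 fold change lay between −0.22 and 0.384, moving most without caffeine replicate 3.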

**Supplementary Table 2.** DAVID analysis identified significantly enriched pathways of DE genes in adult F1 mice treated with caffeine during E6.5-9.5.

| **Term** | **Count (% in pathway)** | **Genes** | **Fold enrichment** | **Corrected P-value** |
| --- | --- | --- | --- | --- |
| **GO:0006955~immune response** | 15 (15.46%) | H2-D1, H2-AB1, PSMB9, CFP, C1QA, GM8810, CD55, CXCL13, H2-EB1, CFH, H2-AA, TGTP2, GBP4, GBP3, GBP2 | 6.27 | 4.70E-05 |
| **GO:0009986~cell surface** | 11 (11.34%) | GM8810, RGMA, CD55, TNFRSF12A, APOE, CD274, H2-D1, CNTN2, H2-AA, H2-AB1, GPIHBP1 | 7.27 | 2.26E-04 |
| **GO:0005525~GTP binding** | 11 (11.34%) | BC023105, IGTP, GM12250, IRGM2, GM4841, IFI47, IIGP1, TGTP2, GBP4, GBP3, GBP2 | 6.16 | 0.002 |
| **GO:0003924~GTPase activity** | 7 (7.22%) | IGTP, IRGM2, IIGP1, TGTP2, GBP4, GBP3, GBP2 | 10.85 | 0.002 |
| **Signal peptide** | 32 (33.0%) | TNFRSF12A, IGFBP6, H2-D1, FSTL1, CFP, RGMA, GM8810, FOLR2, GRIN2C, APOE, CFH, SEMA3B, GPIHBP1, DNAJC1, THBS4, FGFBP3, LYZ2, KLK1B26, CPXM2, H2-AB1, C1QA, NPC1, CD55, PTGDS, CXCL13, CD274, H2-EB1, CNTN2, NPPB, H2-AA, BAMBI, GDF15 | 2.25 | 0.007 |
| **mmu05416:Viral myocarditis** | 6 (6.19%) | GM8810, CD55, H2-EB1, H2-D1, H2-AA, H2-AB1 | 10.77 | 0.010 |
| **GO:0019882~antigen processing and presentation** | 6 (6.19%) | GM8810, H2-EB1, H2-D1, H2-AA, H2-AB1, PSMB9 | 13.58 | 0.026 |
| **Propeptide:Removed in mature form** | 7 (7.22%) | RGMA, CD55, FOLR2, ACTA1, CNTN2, GBP2, PSMB9 | 6.62 | 0.036 |

How the deposited data were processed for this re-analysis (not part of the article)

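Left ventricular RNA of 6 male F1 mice at 1 year of age was analysed, 3 from dams given vehicle and 3 from dams given 20 mg/kg caffeine. The authors selected poly(A) RNA, sequenced single-end reads in a single run, cleaned them with FastQC, mapped them to mm10 with Tophat2 and counted them per gene with HTSeq on Ensembl release 79. The deposited values are those raw counts for 43629 genes per sample, not normalized, and no replicates were pooled. The paper then used edgeR with a false discovery rate below 0.05 and an absolute fold change above 1.5, without naming the test or the filter.

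From the counts, everything else was computed here. Total counts ran from 7613011 to 10483101 per sample, with medians of 10159931 (vehicle) and 8505755 (caffeine), and the smallest share that 3 counts can show ran from 0.286 to 0.394 CPM. Conditions and replicate numbers were taken from the sample labels and the methods. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total 15), leaving 13092, normalized by TMM and fitted with glmQLFit and glmQLFTest, with treatment as the only term. The common dispersion was 0.0145, a biological coefficient of variation of 12.1%. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Adjusted p-values are Benjamini-Hochberg values from edgeR. CPM values use the TMM factors, and the exact permutation test compared log2 CPM over the 20 labelings of the 6 samples. Gene positions and biotypes came from GENCODE release 21 (mouse series M) of GRCm38, matched by Ensembl identifier, and 1167 of the 43629 identifiers have no symbol there. Principal components were computed, centred and not scaled, from log2 CPM (prior count 2) of the 500 most variable filtered genes.

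The tools were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The fits were tested on simulated data, counts drawn from the means and library sizes of the samples with 200 genes changed by known factors. The quasi-likelihood test recovered 197 of the 200 (98.5%) with 14 false calls and a slope of 1.006 between fitted and true log2 fold changes. The exact and likelihood ratio tests each recovered 199, with 25 false calls each. DESeq2 recovered 196 with 11 false calls, and limma-voom 198 with 16. The recovery holds for the simulated changes only and does not give the power for genes of the hearts. There, Nppa (log2 fold change 1.735) and Rn7sk (1.646) missed the thresholds, with quasi-likelihood adjusted p = 0.125 and 0.0584.

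The alternatives fixed before the files arrived were edgeR's exact, likelihood ratio and robust quasi-likelihood tests, DESeq2's Wald test, limma-voom, DESeq2-type size factors, library size only, no filter, at least 10 counts in every sample, the exact test with no filter and with genes above 1 CPM in 3 samples, the replicate number as a block, each replicate left out, no fold change threshold, and glmTreat. For the principal components they were all filtered genes, a variance stabilizing transformation, a prior count of 0.5, DESeq2-type size factors and no filter. Fits without the 10 genes with the highest counts, and fits with only 1 of the 3 caffeine-treated samples (edgeR's exact test, no filter), were added after seeing the data. So were fits with every sample thinned at random to the smallest total, in 20 draws with a fixed seed.

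The rules for naming genes in the text were fixed before the files arrived. They take the genes that the paper names from the RNA-seq, those of Table 5 and Supplementary Table 2, and the qPCR genes of Fig. 2. They also take the 5 genes with the largest rise and the 5 with the largest fall past the thresholds whose treatments did not overlap. Further genes are the 5 with the smallest adjusted p outside Supplementary Table 1 and genes of that table that differ from the paper. Genes of marker lists written beforehand were taken too. Pathway enrichment, mapping efficiency, qPCR, echocardiography and the F2 and F3 generations were left out, because the files analysed here hold only gene counts of F1 left ventricles.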

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

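Lrrc15 was the only gene past the thresholds that is absent from the paper's Supplementary Table 1, which is what flagged it. Its log2 fold change was −0.782 (standard error 0.113, adjusted p = 0.0301 in edgeR's quasi-likelihood test). It averaged 22.3 ± 1.79 CPM (SD, n = 3) in the caffeine-treated hearts and 38.4 ± 3.21 CPM (SD, n = 3) in the vehicle-treated hearts, lower in 3 of 3 caffeine-treated hearts than in any vehicle-treated heart (exact permutation p = 0.1, the smallest possible). With each replicate left out its log2 fold change lay between −0.837 and −0.711, and it was −0.869 with library size only. The total counts of the caffeine-treated samples were all lower, by at least 74362. In 20 random draws that thinned every sample to the smallest total, a test added after seeing the data, the log2 fold change of Lrrc15 lay between −0.829 and −0.758, and it was past the thresholds in 18 of them. Thinning evens out the number of counts only, so other differences between libraries that go with the totals were not tested. The log2 fold changes of all genes correlated with gene length with a Spearman rho of −0.18 and with GC content with one of −0.049, below the 0.2 in size set beforehand, so a GC or length bias of that size was not found. The treatment of the dams is the biological explanation that the design offers, and it remains a hypothesis.

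The genes Gm23935, Gm42418 and Lars2 had the most counts and held 16.41% ± 1.83 (SD, n = 3) of the counts of the caffeine-treated samples and 10.19% ± 1.38 (SD, n = 3) of those of the vehicle-treated samples. Every caffeine-treated sample was above every vehicle-treated one (exact permutation p = 0.1). The share was flagged because the paper does not discuss it, although its table lists Gm23935 and Lars2, and lists Gm42418 under another symbol. As the share of 3 genes rises, the counts left for other genes fall. A smaller total does not raise a share, and Gm23935 and Gm42418 had more counts in every caffeine-treated sample than in any vehicle-treated one. A difference between libraries in the carry-over of RNA without a poly(A) tail was tested on such RNAs outside the paper's table, whose score overlapped between the treatments (gap −0.106 on the log2 scale). That score holds only 5 genes, Scarna2 and histone genes, so a difference in carry-over is not excluded. When the 10 genes with the highest counts were left out before normalization, 11 genes were up-regulated, as with them. Both fits were normalized, so this does not isolate what the share does to the counts of other genes. With library size only, 12 genes were up-regulated and 15 down-regulated. The prediction for the fit without the 10 genes was written after its result was seen. Gm26917, among the 11 up-regulated genes, lies beside Gm42418 on chromosome 17, from 39843013 to 39846341 against 39846958 to 39848788. Whether its rise has the same source as that of Gm42418, carry-over included, was not tested. No biological explanation was tested.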

How the results depend on the processing

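The gap between the treatments on the first principal component was above 0 under every alternative. No other headline result was unchanged under all of them. Each of the 14 genes past the thresholds kept its direction in every fit that gave it a value, those with only 1 caffeine-treated sample included. Tspan8, with 0, 2 and 1 counts in the vehicle-treated hearts, is left out when every sample needs at least 10 counts.

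The numbers of genes were 11 up, 3 down and 13 from the paper's table. Tests that take the dispersion as known gave more. They were 62, 33 and 45 with edgeR's exact test, 63, 38 and 46 with the likelihood ratio test, 39, 28 and 35 with DESeq2's Wald test, 54, 40 and 44 for the exact test with no filter and 63, 33 and 45 for the exact test with genes above 1 CPM in 3 samples. With no filter on low counts the quasi-likelihood test gave 145, 95 and 68. Dropping the filter admits genes with few counts, and which step of the fit raised the numbers was not tested. With library size only, 15 genes were down-regulated, since the TMM factors of the caffeine-treated samples are lower on average. The replicate number as a block gave 29, 11 and 27, although the numbers did not pair the samples. Testing against a fold change of 1.5 with glmTreat gave 3, 0 and 3. Leaving out each replicate gave from 4 to 17 genes up, from 0 to 13 down and from 4 to 20 from the table across the 6 fits. The added fits with only caffeine replicate 1, 2 or 3, chosen after seeing the data, gave 66, 40 and 43 genes up and 24, 17 and 25 down, and replicate 1 alone gave 80 from the table. These fits have no replicates in the caffeine group. With every sample thinned to the smallest total, also added after seeing the data, the medians of 20 draws were 13 up and 5 down.

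Past the thresholds were 0 interferon-inducible GTPase genes, 0 H2- genes and 1 non-polyadenylated RNA gene. Those numbers were 2, 1 and 11 with the exact test, 2, 2 and 11 with the likelihood ratio test, 10, 9 and 12 with no filter, 2, 2 and 9 for the exact test with no filter, 2, 1 and 11 for it with genes above 1 CPM in 3 samples and 1, 1 and 5 with the replicate block. For the non-polyadenylated RNA genes alone the number was 0 with robust quasi-likelihood, 8 with DESeq2, 3 with library size only and 2 with at least 10 counts in every sample. Leaving out each replicate gave from 0 to 1 GTPase genes, 0 H2- genes and from 0 to 3 non-polyadenylated RNA genes.

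The share of variance on the first component was 32.77%. It was 27.79% over all filtered genes, 37.65% with DESeq2's transformation, 30.17% with no filter, and from 34.7% to 39.81% with 1 replicate left out.

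Direction changed in 182 rows of single genes, over 78 genes, none of them past the thresholds of the main fit. With library size only, the log2 fold change reversed to a small negative value for Cd68 (−0.023), Clock (−0.034), Eif2s3y (−0.042), Hba-a1 (−0.085), Hist1h1c (−0.061), Kdm5d (−0.066), Laptm5 (−0.05), Mef2c (−0.024), Myh7b (−0.013), Nfil3 (−0.033), Per1 (−0.063), Rsad2 (−0.064), Scarna2 (−0.024), Uty (−0.011). Limma-voom reversed F830016B08Rik (0.194), H2-D1 (−0.001), the replicate block F830016B08Rik (0.17), and Per1 reversed with no filter (−0.017) and with the exact test and no filter (−0.02).

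With 1 replicate left out in turn, direction changed for 40 genes, most often without caffeine replicate 1 (22 genes). The log2 fold changes ranged as follows in Alas2 (from −0.321 to 0.197), Apoe (from −0.118 to 0.329), Arntl (from −0.503 to 0.101), Cd68 (from −0.17 to 0.315), Clock (from −0.032 to 0.136), Ddx3y (from −0.096 to 0.043), F830016B08Rik (from −0.539 to 1.148), Fgfbp3 (from −0.908 to 0.066), Gbp4 (from −0.454 to 0.741), Gja5 (from −0.147 to 0.018), Gpihbp1 (from −0.125 to 0.339), H2-D1 (from −0.22 to 0.384), Hba-a1 (from −0.249 to 0.27) and Hbb-bs (from −0.028 to 0.522). The same fits gave Hist1h1c (from −0.108 to 0.159), Hist1h1e (from −0.006 to 0.494), Hist1h4i (from −0.469 to 0.125), Hmgb1-ps7 (from −0.822 to 0.564), Ifit1 (from −0.261 to 0.322), Ifit3 (from −0.46 to 0.915), Irf1 (from −0.105 to 0.247), Kdm5d (from −0.134 to 0.207), Laptm5 (from −0.204 to 0.239), Mef2c (from −0.021 to 0.172), Nckap1 (from −0.302 to 0.087), Nfatc1 (from −0.069 to 0.042), Nfil3 (from −0.033 to 0.215) and Nlrc5 (from 0 to 1.144). Across those fits the ranges were Nr1d1 (from −0.022 to 0.564), Nr1d2 (from −0.083 to 0.001), Per1 (from −0.169 to 0.32), Per2 (from −0.095 to 0.364), Per3 (from −0.251 to 0.099), Ptprc (from −0.031 to 0.595), Rsad2 (from −0.233 to 0.478), Scarna2 (from −0.069 to 0.153), Tbx3 (from −0.473 to 0.023), Tnni3 (from −0.122 to 0.03), Uty (from −0.02 to 0.181) and Wars (from −0.15 to 0.316).

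In the fits with only 1 caffeine-treated sample, added after seeing the data, direction changed in 91 rows. Replicate 1 alone reversed Alas2 (0.308), Arntl (0.447), Clock (−0.175), Eif2s3y (−0.093), F830016B08Rik (0.627), Gja5 (0.131), H2-D1 (−0.838), Hbb-bt (0.047), Hist1h1e (−0.646), Hist1h4i (0.127), Ifit1 (−0.416), Kcne1 (0.099), Mef2c (−0.218), Nfil3 (−0.066), Per1 (−0.507), Per2 (−0.255) and Tnni3 (0.013). Replicate 2 alone reversed Alas2 (0.042), Apoe (−0.153), B2m (−0.054), Bst2 (−0.081), C1qa (−0.164), Cd68 (−0.644), Cd74 (−0.074), Ciart (−0.029), Coro1a (−0.132), Dbp (−0.095), Ddx3y (0.013), Etv1 (0.045), Fgfbp3 (0.124), Folr2 (−0.132), Gata4 (0.033), Gbp2b (−0.091), Gbp4 (−0.399) and Gbp9 (−0.082). It also reversed Gm12250 (−0.304), Gpihbp1 (−0.248), Gpx1 (−0.031), Grk5 (−0.039), Hist1h1c (−0.087), Hmgb1-ps7 (0.052), Ifit1 (−0.169), Ifit3 (−1.421), Igtp (−0.089), Iigp1 (−0.033), Irf1 (−0.155), Irf9 (−0.04), Irgm1 (−0.076), Itgam (−0.073), Kdm5d (−0.225), Laptm5 (−0.372), Lyz2 (−0.104) and Nckap1 (0.186). It also reversed Nfatc1 (0.033), Nlrc5 (−0.469), Npc1 (0.042), Nr1d1 (−0.174), Per3 (0.195), Psmb8 (−0.188), Psmb9 (−0.013), Ptprc (−0.217), Scarna2 (−0.026), Tap1 (−0.332), Tbx3 (0.217), Tgtp1 (−0.54), Trappc6a (−0.041), Uty (−0.173) and Wars (−0.137). Replicate 3 alone reversed Apoe (−0.112), Csrp1 (−0.311), Dkk3 (−0.027), Gbp4 (−0.545), Gm22513 (−0.804), Gpihbp1 (−0.04), Hba-a1 (−0.653), Hbb-bs (−0.367), Hist1h1c (−0.159), Hmgb1-ps7 (0.852), Irf1 (−0.084), Kdm5d (−0.074), Klk1b26 (−0.008), Man2a2 (0.012), Myh7b (−0.098), Myl4 (0.112), Nfatc1 (0.022) and Nfil3 (−0.022), and further Nr1d2 (0.022), Rsad2 (−0.36), Scarna2 (−0.145), Tgtp2 (−0.527) and Wars (−0.194).

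Among the other rows of single genes under the alternatives set beforehand, 3036 were unchanged in direction and in side of the thresholds, 280 were past the thresholds only under the alternative and 41 only in the main fit. Depth limits the genes with few counts, such as Cacng6 and Tspan8, whose values in one treatment are below what 3 counts can show.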

Differences from the paper's values

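The main fit gave 11 genes up-regulated against the paper's 85, and 3 down-regulated against the paper's 31. Of the alternatives set before the files arrived, edgeR's exact test (62 up, 33 down), its likelihood ratio test (63 and 38) and its exact test with genes above 1 CPM in 3 samples (63 and 33) came within 1.5 times of both numbers. DESeq2 (28) and the exact test with no filter (40) came within 1.5 times of the number down-regulated only. None of the others did, and none gave the paper's numbers exactly. Of the fits added after seeing the values, that with only caffeine replicate 1 gave 66 up and 24 down, within 1.5 times of both, and that with only caffeine replicate 3 gave 25 down. Fits of all 40 subsets of the samples with at least 3 samples, chosen after seeing the values, came within 1.5 times of both numbers in 7 cases and gave exactly both in 0. They were the 3 vehicle samples with caffeine replicate 1 (66 up, 24 down) or with caffeine replicates 1 and 3 (78 and 35), vehicle replicates 1 and 2 with caffeine replicate 1 (69 and 29), vehicle replicates 1 and 3 with caffeine replicates 1 and 3 (72 and 27), and caffeine replicates 1 and 2 with vehicle replicates 2 and 3 (61 and 41), with vehicle replicate 3 (72 and 27) or with vehicle replicate 2 (61 and 46).

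Fold changes are compared with Supplementary Table 1 in the sign convention of that table, with a negative fold for a fall. The spread between replicates is a gene's SD within treatments on the log2 scale, for example 0.578 for Gdf15 and 0.109 for Entpd5. Of 113 genes compared, 42 lay within it and 71 differed. The alternatives are those set before the files arrived. None of them closed the gap for Cobl (1.39, the paper's 2.04), Wars (1.12, the paper's 1.58), Nckap1 (−1.08, the paper's −1.56), Lsm14b (−1.24, the paper's −1.58), St3gal5 (−1.27, the paper's −1.62), Kat2b (−1.30, the paper's −1.68) and H2-D1 (1.06, the paper's −1.76). Nor did any close it for Mboat2 (−1.24, the paper's −1.84), Mark1 (−1.34, the paper's −2.25), Gm10435 (−1.83, the paper's −3.57), Ankrd63 (−3.48, the paper's −10.47), Cntn2 (−8.70, the paper's −19.01), Fgfbp3 (−1.37, the paper's −117.24) and Hmgb1-ps7 (−1.01, the paper's 180.15).

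Values within the spread came only without caffeine replicate 2 for Irgm2 (2.33, the paper's 3.87), Gbp3 (2.15, the paper's 3.58), Nlrc5 (1.70, the paper's 3.20), AA474408 (1.99, the paper's 2.85), Folr2 (1.65, the paper's 2.70), Gbp7 (1.68, the paper's 2.43), Gbp2b (1.42, the paper's 2.31), Nrgn (1.64, the paper's 2.19) and Gbp2 (1.51, the paper's 2.14). Only without caffeine replicate 2 did the folds of Pdlim2 (1.44, the paper's 2.06), Irf9 (1.43, the paper's 1.97), Tnfrsf12a (1.56, the paper's 1.93), Gpihbp1 (1.13, the paper's 1.55), Gpx1 (1.23, the paper's 1.55), Bri3 (1.24, the paper's 1.52), Cyp2d22 (−1.40, the paper's −1.98), Hlf (−1.61, the paper's −2.11) and Pde7b (−1.55, the paper's −2.31) come within the spread. For Npc1 (−1.53, the paper's −2.69) the gap closed only without caffeine replicate 2. The gap closed without vehicle replicate 1, or without caffeine replicate 3 and under nothing else for Tspan8 (22.60, the paper's 13.98), Gm25911 (2.12, the paper's 2.82), Gm23935 (1.55, the paper's 1.81), Sspn (−1.39, the paper's −1.82) and Man2a2 (−1.24, the paper's −2.02). It closed for Klk1b26 (1.54, the paper's 2.47), Rgma (−1.39, the paper's −1.73), Fign (−1.68, the paper's −2.22) and Aqp4 (−6.46, the paper's −15.92) only without caffeine replicate 3. Values within the spread came only without vehicle replicate 1 or 2, or without caffeine replicate 2 or 3 for Cfp (1.78, the paper's 2.67), C1qa (1.40, the paper's 1.95), Nr1d1 (1.28, the paper's 1.89) and Igfbp6 (1.50, the paper's 1.77). Only without vehicle replicate 2, or without caffeine replicate 2 or 3 did the folds of Igkc (2.89, the paper's 4.87), Cd55 (1.65, the paper's 2.44), Gm26917 (1.54, the paper's 1.66) and Apoe (1.14, the paper's 1.58) come within the spread. For Vgll2 (4.59, the paper's 3.21), Crip1 (1.29, the paper's 1.64) and Dnajc1 (−1.46, the paper's −1.96) the gap closed only without vehicle replicate 2, or without caffeine replicate 3. The gap closed without caffeine replicate 2 or 3 and under nothing else for Ifi47 (2.09, the paper's 3.62) and Cd274 (1.51, the paper's 2.49). It closed for Iigp1 (2.26, the paper's 4.09) and Gbp4 (1.34, the paper's 2.61) only without vehicle replicate 1, or without caffeine replicate 2 or 3. Values within the spread came only with DESeq2 Wald test, or without vehicle replicate 2, or without caffeine replicate 2 or 3 for Igsf23 (3.63, the paper's 5.77). Only with DESeq2 Wald test, or without vehicle replicate 3, or without caffeine replicate 3 did the folds of Dupd1 (6.32, the paper's 7.58) come within the spread. For Rmrp (3.12, the paper's 4.29) the gap closed only with edgeR exact test, edgeR likelihood ratio test, DESeq2 Wald test, at least 10 counts in every sample, edgeR exact test with genes above 1 CPM in 3 samples and replicate block, or without vehicle replicate 1 or 2, or without caffeine replicate 2 or 3. The gap closed with edgeR exact test, edgeR likelihood ratio test, DESeq2 Wald test and edgeR exact test with genes above 1 CPM in 3 samples, or without vehicle replicate 1, or without caffeine replicate 2 or 3 and under nothing else for Igtp (2.64, the paper's 5.04). It closed for Mylk4 (−1.75, the paper's −2.38) only with edgeR exact test, edgeR likelihood ratio test, library size only, no filter on low counts, edgeR exact test with no filter and edgeR exact test with genes above 1 CPM in 3 samples, or without vehicle replicate 1 or 2, or without caffeine replicate 2. Values within the spread came only with library size only for Entpd5 (−1.32, the paper's −1.48). Only with library size only and no filter on low counts, or without vehicle replicate 3, or without caffeine replicate 3 did the folds of Gm10524 (−2.08, the paper's −2.36) come within the spread. For Ppm1k (−1.40, the paper's −1.56) the gap closed only with library size only, or without caffeine replicate 2. The gap closed without vehicle replicate 1, or without caffeine replicate 2 and under nothing else for Sema3b (−1.38, the paper's −1.90). It closed for Bambi (1.50, the paper's 1.87) only without vehicle replicate 1 or 3, or without caffeine replicate 2. Values within the spread came only without vehicle replicate 1 or 3, or without caffeine replicate 2 or 3 for Tgtp2 (3.48, the paper's 8.36). Only without vehicle replicate 3, or without caffeine replicate 2 did the folds of Psmb9 (1.83, the paper's 2.77) come within the spread. For Plekho1 (1.35, the paper's 1.48) the gap closed only without vehicle replicate 3, or without caffeine replicate 2 or 3. The gap closed without vehicle replicate 3, or without caffeine replicate 3 and under nothing else for Csrp1 (1.31, the paper's 1.95).

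With only caffeine replicate 1 of the caffeine-treated samples, a fit chosen after seeing the values, 70 of these 71 folds came within the spread, the exception being Hmgb1-ps7. With only caffeine replicate 2 or 3, also chosen after seeing the values, 2 and 5 did. Over the 116 genes of the table, the folds of caffeine replicate 1 alone differed from the paper's by at most 0.0403 on the log2 scale, with a median of 0.019. Those of all 6 samples in the same test differed by a median of 0.47. Directions were kept in these differences, with Fgfbp3 and Hmgb1-ps7 read as falls.

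The paper's table prints 87 folds without a minus sign and 29 with one, where its text counts 85 and 31. Fgfbp3 and Hmgb1-ps7 follow the falling genes in the table and were read as falls, except that the printed sign of Hmgb1-ps7 was kept in the comparison of folds. H2-D1 is listed by the paper as lowered, and its log2 fold change here was 0.085. The paper names Kat2b, Myot, Wars, Gpx1, Tnfrsf12a, Apoe, Fgfbp3, Cacng6, Kcnj14, Aqp4 and Mylk4 as differentially expressed, and here their adjusted p-values in edgeR's quasi-likelihood test were 0.414, 0.0584, 0.868, 0.579, 0.134, 0.849, 0.896, 0.0578, 0.135, 0.102 and 0.302.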

Other observations

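The predictions behind the tests here were written before the results, except those on the genes with the highest counts, on the thinned counts and on the folds of the paper's table, which were written after. The number of up-regulated genes, 11, was reached by 1 of the 10 splits of the 6 samples into 3 and 3, the real split itself. The number of down-regulated genes, 3, was reached on either side by 2 of the 10 splits, the other being vehicle replicate 1 with caffeine replicates 1 and 3 against the rest. Both directions together (14 genes) were reached by 1 split. With 10 splits the share cannot be under 0.1, so chance cannot be excluded by this count. The totals of the caffeine-treated samples were all lower, by at least 74362, so library size and treatment went together. If the greater number of counts in the vehicle-treated samples were behind the genes past the thresholds, fewer would be left with equal totals. With every sample thinned to the smallest total, the median over 20 random draws was 13 up-regulated genes (from 9 to 17) and 5 down-regulated genes (from 3 to 6), so the medians were not lower than with all counts. From 12 to 14 of the 14 genes stayed past the thresholds. Other differences between libraries that go with the totals were not tested. The Spearman rho with GC content or length largest in size was −0.18, below the limit set beforehand. Leaving out the 10 genes with the highest counts gave 11 genes up-regulated.

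RNAs without a poly(A) tail rose in the caffeine-treated hearts among those in the paper's table, with every caffeine-treated sample above every vehicle-treated one and a gap of 0.701 on the log2 scale (exact permutation p = 0.1). If their carry-over into the libraries differed, such RNAs outside the table would rise too. Their score overlapped between the treatments, with a gap of −0.106, but rests on 5 genes. Those are Scarna2 and the histone genes Hist1h1c, Hist1h1e, Hist1h2bc and Hist1h4i. Of all 25 tested genes for RNAs without a poly(A) tail, 14 were higher in every caffeine-treated heart than in any vehicle-treated heart. The list from the paper's table holds 10 genes, so some outside it separated upward as well. Carry-over is therefore not excluded. The table genes were chosen for rising, so the contrast between the sets is not evidence of its own.

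The interferon-inducible GTPase and H2- genes had a median log2 fold change of 0.745 over 35 genes. Without caffeine replicate 1 the median was 0.407, which is 54.7% of that with all 6 samples, near the limit of 50% set beforehand for calling 1 mouse the driver. The part of that prediction on genes past the thresholds was empty, since none was. The median pools both families. The GTPase score alone was 4.343, 2.622 and 3.035 in caffeine replicates 1 to 3 and 2.888, 2.223 and 2.299 in the vehicle-treated hearts. Without caffeine replicate 1, Igtp went from 1.403 to 0.582 and Iigp1 from 1.177 to 0.462, while Irgm2 (1.218 to 0.66) and Gbp7 (0.745 to 0.394) kept over 50%. The pooled median therefore does not exclude 1 mouse as the driver of the GTPase rise. Leukocyte markers overlapped between the treatments (gap −0.305), with a mean score higher by 0.367 in the caffeine-treated hearts (exact permutation p = 0.3). The score of the GTPase genes overlapped as well (gap −0.265), so the overlap of the markers does not exclude leukocyte content. The H2- genes varied between mice of the same treatment more than genes of similar abundance did, at a median percentile of 97.3 of the SD within treatments. This is consistent with H2 haplotypes that segregate in an outbred stock, so the rise of the H2- genes cannot be told apart from that explanation. The test does not cover the GTPase genes, none of which lies on the chromosome of H2. A list of other interferon response genes scored higher in every caffeine-treated heart, but by a gap of only 0.014 on the log2 scale (exact permutation p = 0.1).

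The largest falls in the paper's table are Hmgb1-ps7, Fgfbp3, Cacng6, Cntn2, Aqp4 and Ankrd63. For low counts as the explanation, 0 of the 6 genes had fewer than 10 counts in every sample, but genes that pass the filter could hardly have so few, so this does not exclude low counts. Cacng6 had 1, 0 and 2 counts in the caffeine-treated hearts. For the explanation that 1 vehicle mouse drives the difference, 0 of the 6 had over 80 percent of the vehicle group's normalized counts in one animal. Conduction system markers overlapped between the treatments, but only narrowly (gap −0.039). Their mean score differed by −0.361 on the log2 scale, lower in the caffeine-treated hearts (exact permutation p = 0.2). Hcn4 was lower in every caffeine-treated heart (log2 fold change −1.125, adjusted p = 0.102). The other tested markers overlapped, with log2 fold changes between −0.418 (Kcne1) and −0.045 (Gja5). Less conduction tissue in the caffeine-treated samples is therefore not excluded. Fgfbp3 and Hmgb1-ps7 did not separate the treatments in the 6 samples (log2 fold changes −0.45 and −0.009).

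Nr1d1 rose and Hlf fell in the paper's table, and a difference in the hour of collection was tested with clock genes. The clock score overlapped between the treatments (gap −0.41). For Nppb, atrial tissue in the caffeine-treated samples was tested with atrial markers, which overlapped as well (gap −0.492). For Acta1, Vgll2 and Dupd1, skeletal muscle tissue in the caffeine samples was to be tested with muscle markers, but 0 of them passed the filter, so the score could not be made. Their summed counts were 19, 17 and 30 in the vehicle-treated hearts and 1, 7 and 2 in the caffeine-treated hearts.

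The folds of the paper's table were compared with those of every subset of the vehicle and caffeine samples that holds at least 3 samples, 40 subsets in all. The comparison was made after the differences had been seen. The 3 vehicle samples with caffeine replicate 1 alone ranked 1 of the 40, with a largest difference of 0.0403 on the log2 scale over 116 genes and a median of 0.019. The next subset by median, vehicle replicates 1 and 3 with caffeine replicate 1, had a median of 0.0829 and a largest difference of 2.7343. By largest difference the next was vehicle replicates 2 and 3 with caffeine replicate 1, at 1.7219. That the table's folds hold caffeine replicate 1 alone of the caffeine samples is a candidate explanation of the differences. The same fit gave 66 genes up and 24 down, not the paper's 85 and 31, so it leaves the numbers of genes unexplained. The files cannot show which samples the authors' fit held, nor whether the counts of the other caffeine samples are those the authors used. All values at the claims are from all 6 samples.

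The paper measured several cardiac genes by qPCR in F1 hearts of 2 exposure windows (Fig. 2), and the sequenced hearts had only the earlier one. By its results, Myh7, ANP, Mef2c and a form of Nfatc1 rose after the earlier exposure. Changes of Tnni3, Mef2d and another form of Nfatc1 were reported for the later one, so values here cannot be set against those. The rise of Myh7 by qPCR was larger than in the RNA-seq, which gave the following values. Nppa, which encodes ANP, averaged 356.4 ± 84.2 CPM (SD, n = 3) in the caffeine-treated hearts and 107.2 ± 66.1 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 1.735 (standard error 0.351, adjusted p = 0.125), and Myh7 averaged 956.8 ± 93.3 CPM (SD, n = 3) in the caffeine-treated hearts and 746.6 ± 33.3 CPM (SD, n = 3) in the vehicle-treated hearts, a log2 fold change of 0.358 (standard error 0.093, adjusted p = 0.246). Both were higher in 3 of 3 caffeine-treated hearts than in any vehicle-treated heart. Nppa was past the thresholds with the replicate number as a block (log2 fold change 1.881, adjusted p = 0.00511) and in edgeR's exact test (adjusted p = 0.00063), and Myh7 was past them in neither. The log2 fold changes of the others were −0.308 for Myh6, 0.071 for Myh7b, −0.065 for Tnni3, 0.061 for Mef2c, −0.121 for Mef2d, −0.099 for Gata4 and −0.028 for Nfatc1, none past the thresholds in the quasi-likelihood test, and all overlapped between the treatments. The counts do not separate the splice forms of Nfatc1 that the paper measured. Counts on all 37 mitochondrial genes were 0 in all 6 samples.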
